# ChIP on Chip: surprising results are often artifacts

**DOI:** 10.1186/1471-2164-11-414

**Published:** 2010-07-05

**Authors:** Torsten Waldminghaus, Kirsten Skarstad

## Abstract

**Background:**

The method of chromatin immunoprecipitation combined with microarrays (ChIP-Chip) is a powerful tool for genome-wide analysis of protein binding. However, a high background signal is a common phenomenon.

**Results:**

Reinvestigation of the chromatin immunoprecipitation procedure led us to discover four causes of high background: i) non-unique sequences, ii) incomplete reversion of crosslinks, iii) retention of protein in spin-columns and iv) insufficient RNase treatment. The chromatin immunoprecipitation method was modified and applied to analyze genome-wide binding of SeqA and σ^32 ^in *Escherichia coli*.

**Conclusions:**

False positive findings originating from these shortcomings of the method could explain surprising and contradictory findings in published ChIP-Chip studies. We present a modified chromatin immunoprecipitation method greatly reducing the background signal.

## Background

Chromatin immunoprecipitation coupled with microarray analysis (ChIP-Chip) has become a widely used method for genome-wide localization of protein-DNA interactions [1]. Protocols have been established for different organisms with surprisingly little variation [2-5]. The first step in the ChIP-Chip procedure is to fix protein-DNA interactions in living cells by chemical crosslinking (Fig. 1). The crosslinker must be small to diffuse fast into the cells. In practice, formaldehyde is used in most ChIP-Chip experiments. After cell lysis the DNA is fragmented by sonication. This extract is then subjected to immunoprecipitation (IP) with a specific antibody against the protein of interest. DNA bound by the protein will be coprecipitated and enriched compared to DNA not bound by the respective protein. To facilitate immunoprecipitation and subsequent washing, antibodies are usually coupled to either agarose- or magnetic beads via protein A or G. After reversion of crosslinking the DNA is purified by phenol extraction or commercial PCR cleanup kits. Often, an amplification step is included after DNA purification. Two different fluorescence labels are used to label the IP DNA and a hybridization control DNA, respectively. Usually total DNA before IP (input DNA) is used as hybridization control. The two differentially labeled DNAs are hybridized to the same microarray and the difference in fluorescence intensity gives a measure of the enrichment.

**Figure 1:**
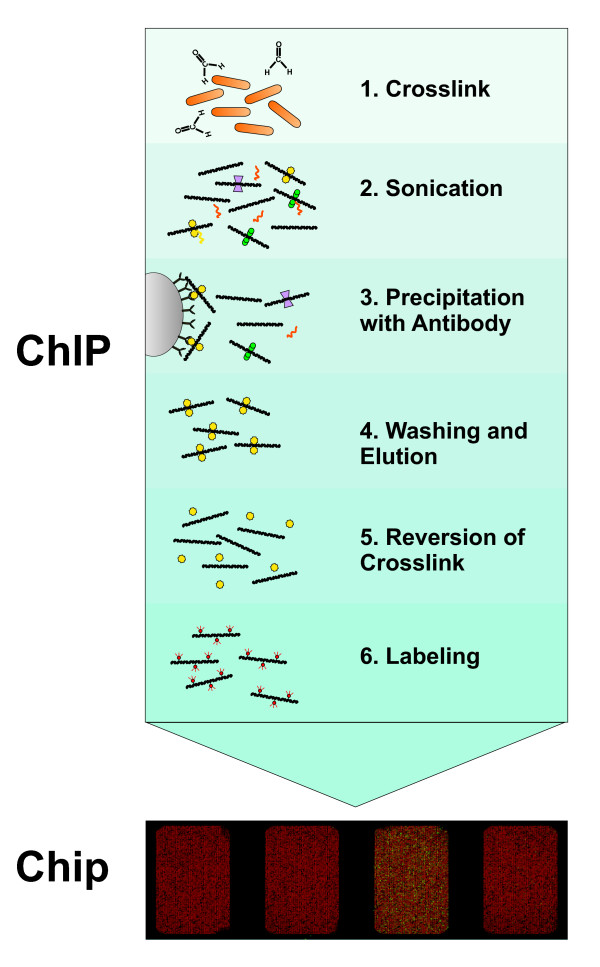
**Schematic outline of the ChIP-Chip method**. See text for detailed description.

We set out to investigate the genome-wide binding of the sequestration protein SeqA in *E. coli *[6]. This task can be considered especially challenging because SeqA has been shown to bind selectively to hemimethylated GATC sites [7]. Although there are about 20.000 GATCs around the *Escherichia coli *chromosome only about 2% will be hemimethylated in unsynchronized cells [8]. Such cell-to-cell variation increases the amount of cell material needed and therefore potentially the level of background signals. In fact, we found that application of a published ChIP-Chip method produced a background signal exceeding the specific signal. However, we were able to reduce the background significantly by modifying the protocol. The new protocol allowed us to uncover the genome-wide binding of SeqA and to reinvestigate σ^32 ^binding to the *E. coli *chromosome.

## Results

### High background signal in ChIP-Chip experiments

To investigate the genome-wide binding pattern of the sequestration protein SeqA in *Escherichia coli *we applied the ChIP-Chip method as described [3]. Cells were grown in LB medium, crosslinked with formaldehyde and sonicated to break down DNA to fragments of approximately 500 bps. The IP was done in parallel with antibodies against SeqA and, as a control, RNA polymerase subunit β. After reversion of crosslinking the DNA of the ChIP sample and the input DNA was differentially labeled and hybridized to a whole-genome microarray. 

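Extracts of wild-type MG1655 grown at 37°C gave 2 arrays with antiserum against SeqA and 2 with antibody against RNA polymerase subunit β. The immunoprecipitated DNA was labeled with Cy3 and the input DNA with Cy5 on every array, without a dye swap. In this unmodified method the beads were washed on spin columns, and RNase A was given to the input DNA only. For each spot the authors deposited the mean intensity and the median local background of both dyes, extracted with Feature Extraction 10.5.1.1. The arrays hold 41112 probes of 60 bases at 41037 positions of the U00096 sequence, which ends at 4639674. From these intensities the local background was subtracted, spots at or below 0 in either dye were removed (at most 2 per array), and the Cy3 to Cy5 ratio was divided by the mean ratio of the array. Replicates were averaged on the log2 scale. Probes whose sequence occurs more than once on the array and the nearest probe on each side, 901 positions in all, were left out. The median Cy3 intensity after background subtraction was 2015 and 7293 with RNA polymerase antibody and 7453 and 7738 with SeqA antiserum, and the median Cy5 intensity lay between 76819 and 98462. Replicate 1 of both antibodies was hybridized on the same slide, and so was replicate 2. The number of arrays limits the precision of all values.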

Plotting of the ChIP signal against the genomic position revealed a great number of distinct peaks (Fig. 2). 

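A log2 signal above 0.5 was found at 13.4% and 14.2% of the probes on the RNA polymerase arrays and at 14.5% on each SeqA array. High signals were grouped along the chromosome. The correlation between the signals of neighboring probes was 0.897 and 0.927 with RNA polymerase antibody and 0.889 and 0.904 with SeqA antiserum. On the SeqA arrays 552 and 521 runs of 3 or more neighboring probes lay above the threshold, the longest with 161 and 169 probes. These runs held 76.3% and 78.7% of the high probes, against 5.24% and 4.80% after the signals were shuffled over the probes.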

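Across probes, Pearson's r between RNA polymerase and SeqA arrays was 0.820, 0.853, 0.872 and 0.941 for the 4 pairs of arrays. It was 0.918 between the RNA polymerase replicates and 0.946 between the SeqA replicates; probes are not independent replicates. The antibodies were also compared probe by probe with limma on log2 ratios centred on the median of each array. Of 40133 probes, 92 were higher and 799 were lower with RNA polymerase antibody than with SeqA antiserum at an adjusted p under 0.05 (limma, Benjamini-Hochberg), and 8731 had an unadjusted p under 0.05. The called probes formed 207 regions. In the 5 regions with the largest difference the SeqA signal was higher in all 4 pairs of arrays, with an adjusted p of 0.0232 at the strongest probe (limma, Benjamini-Hochberg). The RNA polymerase signal minus the SeqA signal was -3.73 (SE 0.51) at ytfT (4449197 to 4452260), -3.61 (SE 0.55) at phnD (4321340 to 4322487), -3.41 (SE 0.53) at prpE (353173 to 354081), -3.38 (SE 0.53) at cysN (2871751 to 2873323) and -3.33 (SE 0.43) at scpA (3059595 to 3064213). Replicate 1 of both antibodies lay on one slide and replicate 2 on another. With the slide as a block limma called 3214 probes higher and 2423 lower, so the higher ones were 57.0% of the called probes, against 10.3% without it. The counts also depended on single arrays. Without RNA polymerase replicate 2 there were 6678 higher and 3639 lower probes, the largest change under any alternative. Without RNA polymerase replicate 1 no probe was called by limma, although 3452 were higher and 3561 lower at an unadjusted p under 0.05. Without SeqA replicate 1 there were 9 higher and 78 lower probes, and without SeqA replicate 2 there were 362 and 998. With the processed signals of the scanner software no probe passed limma's adjusted threshold either, and 5475 higher and 3840 lower probes had an unadjusted p under 0.05.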

Surprisingly the binding patterns of SeqA and RNA polymerase turned out to be essentially identical (Fig. 2, compare red and blue). The overlap of the highest ChIP signals was >80% (Fig. 3A). 

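The 1000 or so probes with the highest mean signal, in the numbers the paper gives in Fig. 3A, were compared between both antibodies. The sets shared 835 probes, 82.7% of the RNA polymerase set. When the SeqA profile was moved around the chromosome by 1000 random distances, the shared part was 2.41% on average and 12.7% at most. Single arrays of the different antibodies shared between 65.9% and 88.6%, a range that includes the 68.9% shared by the RNA polymerase replicates and the 79.8% shared by the SeqA replicates. Among all alternatives the size of the sets changed the number most, to 1627 shared probes with 2000 probes in each set.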

A difference could only be seen when SeqA and RNA polymerase signals were grouped by the number of SeqA recognition sequences in the region of the corresponding probes (Fig. 2B-C). 

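GATC sites were counted in the bases covered by probes within 500 bp around the middle of each probe, and the count was scaled to the full window. The probes cover a median of 267 bases, or 53.4%, of that window, so the numbers of sites are estimates. With more than 5 sites lay 3870 probes, and 36266 had 0 to 5. For SeqA the median signal of the first group exceeded that of the second by 0.45 ± 0.19 (SD, n = 2 arrays; 0.58 and 0.31). For RNA polymerase the same difference was -0.13 ± 0.10 (SD, n = 2; -0.20 and -0.06). The mean signal per class of sites above 5 changed by 0.19 per site for SeqA and by -0.03 per site for RNA polymerase. Spearman's rho across all probes was 0.077 and 0.018 for SeqA and -0.089 and -0.062 for RNA polymerase; probes are not independent replicates. A 1000 bp window moved these differences most, to 0.74 for SeqA and -0.28 for RNA polymerase.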

While a slight correlation between the SeqA ChIP signal and the number of GATC sites was observed at numbers of sites above 5, this was not the case for the RNA polymerase ChIP-Chip. This indicates that a specific SeqA signal is overlayed by a strong RNA polymerase-like signal in the SeqA ChIP-Chip experiment.

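The excess at dense GATC sites was 0.577 larger on the SeqA arrays than on the RNA polymerase arrays, and the lowest SeqA array lay above the highest RNA polymerase array. The paper starts from the near identity of both patterns and from a trend with GATC sites that the RNA polymerase data lack. It takes this as a sign that the SeqA signal proper is covered by a strong signal that resembles RNA polymerase binding.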

**Figure 2:**
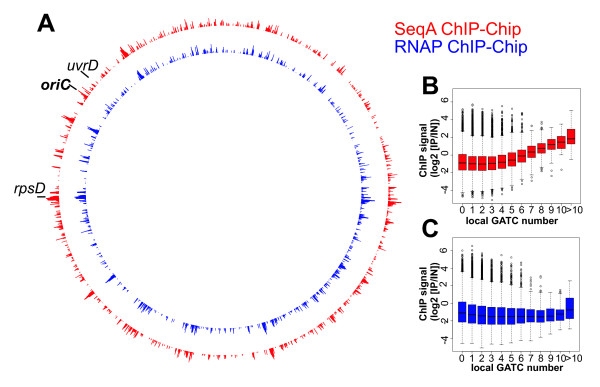
**Similar ChIP signal with SeqA and RNA polymerase antibody**. **A **Whole genome plot of RNAP and SeqA ChIP signal (log_2 _ratios of ChIP DNA/input DNA, see experimental procedures for details). **B-C **Correlation of ChIP signal with number of GATC sites. Probes were grouped according to the number of GATC sites in a region of 500 bp surrounding the probe middle position and the corresponding log_2 _ratios of ChIP DNA/input DNA are given as boxplots for SeqA (**B**) and RNA polymerase (**C**).

**Figure 3:**
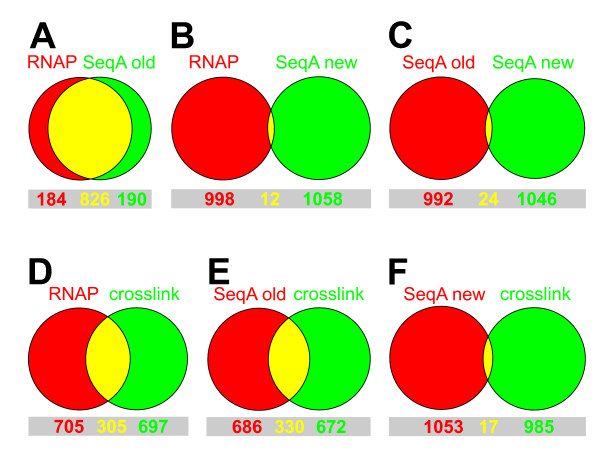
**Overlap analysis of ChIP-Chip experiments**. For each ChIP data set a cut-off was chosen to select ~1000 probes with the highest ChIP signal (or the lowest signal for the crosslinking experiment). The overlap (yellow) shows how often the signal is beyond this cut-off at similar positions in the two compared data sets (red and green). Corresponding numbers of probes are given below the Venn diagrams.

To estimate the degree of background signal in the SeqA ChIP-Chip we repeated the experiment using a SeqA deletion strain. 

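The ΔseqA strain was examined with SeqA antiserum and the unmodified method on a single array, with the same processing. There is no replicate, and the Methods describe this array as of poor quality. The median Cy3 intensity was 1318 and the median Cy5 intensity 31394 after background subtraction. In all, 1034 spots at or below 0 were removed, and 93.1% of the positions had a Cy3 signal well above background according to the scanner software. The deletion was visible in the control DNA. At 2 of the 6 probes of seqA, between 712392 and 712635, the Cy5 intensity was under 10% of the array median, with a lowest value of 2.54%.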

All signals detected with such a set-up should be non-specific, since no SeqA protein will be present in the cell extract. The genome-wide pattern of SeqA ChIP signal in the Δ*seqA *cells showed enrichment at various regions also enriched in the *wt *cells (Fig. 4A). 

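The sets of probes with the highest signal, of the same size in the wild type and in the ΔseqA strain, shared 495 probes, or 48.7%. Moving the ΔseqA profile around the chromosome gave 2.62% on average and 14.4% at most. Across probes the ΔseqA array correlated with SeqA replicate 1 of the wild type with r = 0.509 and with replicate 2 with r = 0.573, and with the RNA polymerase arrays with r = 0.539 and 0.583. The correlation between neighboring probes was 0.510, lower than on the wild-type arrays.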

As expected, the former lacked the slight correlation of the ChIP signal with the local GATC number (Fig. 4B). This demonstrates that the method gave an enormous amount of background signal, exceeding the specific SeqA signal in the *wt *ChIP-Chip. 

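On the ΔseqA array the median signal of probes with more than 5 GATC sites differed from that of the other probes by -0.05, and the slope above 5 sites was -0.02 per site. Spearman's rho with the number of sites was -0.036 across probes.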

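In the ΔseqA strain 15.0% of the probes had a log2 signal above 0.5 (5848 of 39114; 95% Wilson interval 14.6 to 15.3%). The interval covers counting error only, and neighboring probes are not independent. The share depends on the scaling. It was 38.2% with processed signals centred on the median, and it moved most, to 39.4%, with the deposited log2 ratios without scaling, an alternative chosen after the data were seen. Since no SeqA protein was present to be precipitated, the paper reasons that all of this signal is background, and concludes that it exceeded the specific SeqA signal of the wild type.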

Note that this background signal is not a variation of single probe intensities. It is instead the appearance of high signals in neighboring probes which is typical for a specific binding detected by ChIP-Chip.

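In the ΔseqA strain 341 runs of 3 or more neighboring probes lay above the threshold, and the longest held 147 probes. They contained 52.6% of the high probes. After the signals were shuffled over the probes the same share was 5.64%.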

**Figure 4:**
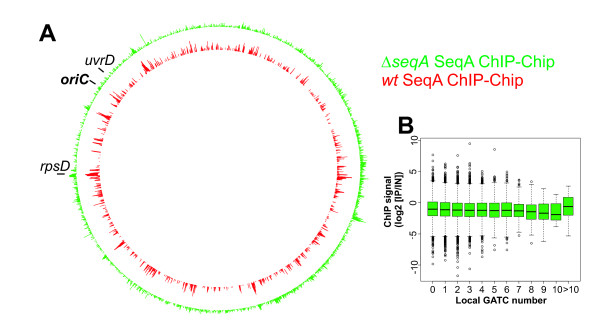
**Comparison of SeqA Chip-Chip with *wt *and Δ*seqA E. coli *reveals high background**. **A **Whole genome plot of SeqA ChIP signal for *E. coli *Δ*seqA *(green) *and E. coli wt *(red; as in Fig. 2) **B **Correlation of ChIP signal with number of GATC sites. Probes were grouped according to the number of GATC sites in a region of 500 bp surrounding the probe middle position and the corresponding ChIP signals are given as boxplots.

We set out to identify steps in the protocol where DNA regions giving a high background signal on the microarray behave differently compared to regions giving no background. 

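The rpsD region (15 probes from 3438636 to 3440169, gene and 500 bp on each side) had a log2 signal of 3.98 ± 0.35 (SD, n = 2 arrays) with SeqA antiserum and 3.79 ± 1.04 (SD, n = 2) with RNA polymerase antibody. The uvrD region (26 probes from 3995502 to 3998439) had a signal of -2.06 ± 0.15 (SD, n = 2) with SeqA antiserum and -2.65 ± 0.12 (SD, n = 2) with RNA polymerase antibody. The difference between both regions exceeded the spread between replicates for each antibody. It moved most with the normexp background correction, which gave 5.09 for SeqA and 5.26 for RNA polymerase.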

Quantitative PCR (qPCR) was performed with the *rpsD *region which gave a high background signal on the microarray and *uvrD *which gave a low background signal (both are marked in Fig. 2). Washing turned out to be one critical step. The *rpsD *DNA was more than five-fold enriched when a spin-column was used to wash the precipitated fragments bound to agarose beads compared to when the same beads were washed without column (Fig. 5A; see materials and methods for details). Two-fold enrichment was detected for the *uvrD *region.

**Figure 5:**
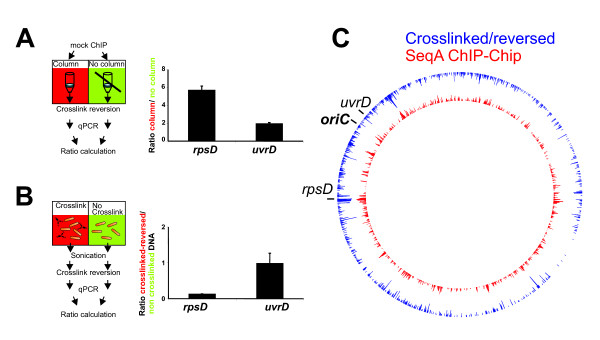
**Detection of critical steps in the ChIP-Chip protocol**. **A **Ratios of ChIP DNA purified with spin column versus column free purified DNA detected by qPCR for the indicated gene regions. **B **qPCR ratios of crosslinked-reversed versus non crosslinked DNA for indicated gene regions. **C **Crosslinked-reversed versus non crosslinked DNA as shown in B was differentially labeled and hybridized to a microarray. Log_2 _ratios are shown in blue (only values below -0.5) in comparison to the SeqA ChIP signal (from Fig. 2).

The background signal we observed seemed to correspond to highly transcribed regions, i.e. DNA with many RNA polymerase molecules bound (Fig. 2). Protein-rich DNA is segregated into the organic phase during phenol-chloroform extraction of crosslinked DNA [9]. However, this phenomenon should not have affected a ChIP-Chip experiment, because the crosslinking is reversed before extraction is performed. The appearance of protein-rich gene regions as background might indicate an incomplete reversion of crosslinking at these sites. To clarify this question we compared DNA that was crosslinked and reversed with DNA that was not crosslinked. (Fig. 5B; see materials and methods for details). If the reversion of the crosslinking in this protocol is complete one would expect the two signals to be the same. This was indeed the case for the *uvrD *region. However, the *rpsD *DNA was more than seven-fold reduced in the crosslinked-reversed sample compared to the non-crosslinked DNA. To analyze the effect of crosslinking and reversion on a global scale we differentially labeled the DNA and applied it to a microarray. 

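Crosslinked and reversed DNA was labeled with Cy3, non-crosslinked DNA with Cy5, and both were hybridized to a single array, without a replicate. No antibody was used. The median intensity after background subtraction was 14653 for Cy3 and 33818 for Cy5, and no spot fell to 0 or below. The log2 ratios were scaled in the way described for the ChIP arrays. Their SD over the probes was 0.336, the correlation between neighboring probes was 0.552, and 2.96% of the probes had a ratio above 0.5.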

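On the crosslinking array the log2 ratio of crosslinked-reversed to non-crosslinked DNA was -1.59 over the 15 probes of the rpsD region and -0.39 over the 26 probes of the uvrD region. A single array gives no spread between replicates for this difference.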

Ratios of the crosslinked-reversed versus the non-crosslinked DNA are shown in Fig. 5C (blue signal). 

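The probes with the lowest ratio on the crosslinking array, in the number given in Fig. 3, were compared with the highest ChIP signals of the unmodified method. With SeqA they shared 393 probes, or 39.2%, and with RNA polymerase 360, or 35.9%. Random positions of the profiles relative to each other gave 2.48% and 2.47% on average, and 13.4% and 11.6% at most. With non-unique probes kept, the shared numbers rose to 635 and 588. Without RNA polymerase replicate 2 the number shared with RNA polymerase fell to 235.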

The results show that the same regions that gave a high background signal in the SeqA ChIP-Chip yielded a reduced signal if the DNA is crosslinked and reversed (Fig. 5C; compare blue and red signal, Fig. 3D-E).

We tested if variations of conditions influence the efficiency of crosslink reversion. Crosslinked DNA was reversed at different temperatures and with or without proteinase K (Table 1). Resulting DNA was analyzed by qPCR with *uvrD *and *rpsD *primers as above and compared to non-crosslinked DNA. As above, the *uvrD *control DNA was not changed much by crosslinking and reversion while the *rpsD *region was depleted. Notably, the level of depletion was similar for all investigated conditions. We conclude that chromosomal regions can be crosslinked to a degree which is not reversible and the respective DNA will be lost for downstream analysis.

**Table 1:** qPCR ratios of crosslinked-reversed versus non crosslinked DNA^a^

Crosslink reversion^b^	uvrD (control)	rpsD
**37°C proteinase K**	**0.36 **± 0.07	**0.03 **± 0.01
**42/65°C proteinase K**	**0.59 **± 0.25	**0.03 **± 0.01
**65°C o. n**.	**0.47 **± 0.12	**0.03 **± 0.01
**100°C 10 min**	**1.03 **± 0.44	**0.04 **± 0.02

^a^Ratios were calculated based on triplicate qPCR values for two independent cultures with the indicated standard deviation.

^b^Short description of the crosslink reversion method. See method section for details.

### Modification of the ChIP-Chip procedure allows genome-wide analysis of SeqA binding

Considering the identified weaknesses of the ChIP-Chip protocol it was possible to make appropriate modifications (see material and methods for details). The first change was the omission of spin-columns in the washing of agarose beads. Second, the input DNA was taken from the supernatant resulting from centrifugation of the immunoprecipitated chromatin beads. In addition, we included RNase digestion of immunoprecipitated DNA and excluded signals originating from microarray-probes to non-unique sequences during data analysis. The reasoning behind the latter two will be described in detail below.

To test the new method we applied it to a cell extract of a *seqA *deletion strain using antiserum against SeqA (Fig. 6). 

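A single array was made with the new method from the ΔseqA strain and SeqA antiserum, without a replicate. RNase A was given to immunoprecipitated and control DNA for at least 90 min at 42°C, and the control DNA came from the supernatant of the beads. This array was dim. The median intensity after background subtraction was 18.8 for Cy3 and 570.2 for Cy5, 84.3% of the positions had a Cy3 signal well above background, and 55 spots were removed. The seqA probes that marked the deletion on the array of the unmodified method did so here too, with a lowest Cy5 intensity of 0.296% of the array median. No other array had a seqA probe under 10% of its median.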

As described above this should not give a specific ChIP signal and should therefore allow judgment of the level of background signal. Although some background was produced by the new method it was greatly reduced compared to the unmodified method (Fig. 6, compare blue to red). 

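With the new method 0.985% of the probes had a log2 signal above 0.5 in the ΔseqA strain (395 of 40082; 95% Wilson interval 0.893 to 1.09%, counting error only). The SD of the signal over the probes was 0.605, against 1.55 with the unmodified method. There were 33 runs of 3 or more neighboring probes, the longest with 12 probes. Dim spots weigh on this comparison. The normexp correction removes no spot and adds an offset of 50 to the intensities. This is more than the median Cy3 intensity of 18.8 on the new-method array. With that correction the order of the methods was reversed, with 19.6% for the new and 17.8% for the unmodified method. Under the other alternatives the share was lower with the new method, but its size depended on the scaling. It was 12.3% against 34.6% with median centring and 9.31% against 16.8% with the deposited log2 ratios. In 3 stretches the control DNA of the new-method array gave a Cy5 intensity of only 0.514% to 0.543% of the array median. High ratios there raise the mean ratio of the array and so lower its share above 0.5. After scaling its median signal was -0.95, with an interquartile range of 0.54. How much of the difference between the methods follows from this was not tested. The deposited column of the new-method array followed its own intensities with r = 0.922 only. The paper attributes the lower signal of the modified protocol to less background, and states that some background was still produced.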

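The plateau around rpsD (119 probes from 3437047 to 3449944) had a mean log2 signal of 3.51 with the unmodified and -0.36 with the new method in the ΔseqA strain, a 14.7-fold difference. Over the narrower gene region the signals were 3.75 and -0.29, a 16.4-fold difference. On the new-method array only 12.6% of the plateau probes and 13.3% of the probes of the gene region were well above background in Cy3, so the size of both differences is uncertain. The uvrD region gave -1.05 and -0.93. With the normexp correction the difference over the plateau was 2.20 on the log2 scale, and with spots carrying the non-uniformity flag left out it was 5.39.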

For the *rpsD *gene region the ChIP signal was reduced about 30-fold (Fig. 6B).

**Figure 6:**
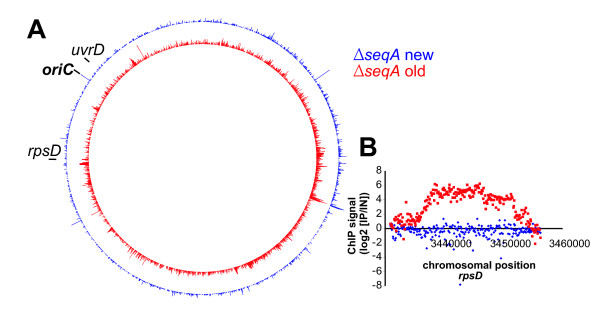
**Comparison of background signal with old and modified ChIP-Chip protocol using SeqA antiserum for immunoprecipitation of a Δ*seqA *extract**. **A **ChIP signal of the new method (blue) and the old (red). **B **ChIP signal of SeqA ChIP-Chip of Δ*seqA *for the genomic region of *rpsD*. Colors are as in A.

As a next step we used the new method to detect SeqA binding in *wt E. coli *cells. 

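SeqA binding in wild-type cells was measured with the new method on 2 arrays on different slides. The median Cy3 intensity after background subtraction was 209.5 for replicate 1 and 36.0 for replicate 2, and the median Cy5 intensity was 31804 and 312. Replicate 2 shared its slide with the ΔseqA array of the new method. A Cy3 signal well above background was found at 96.8% of the positions of replicate 2. Both replicates shared 875 of their highest probes, or 81.8% of a set.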

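The wild-type arrays were compared with the single ΔseqA array of the new method by limma, which assumes that the lone array varies like the others. The spread comes from the wild-type arrays alone, with 1 residual degree of freedom, so the calls do not take account of variation between ΔseqA samples. Of 40078 probes, 3269 were higher and 396 lower in the wild type at an adjusted p under 0.05 (limma, Benjamini-Hochberg). The normexp correction moved the lower count most, to 0, with 1268 higher probes; 23 probes were lower at an unadjusted p under 0.05. The 5 regions with the largest difference were all lower in the wild type. By limma they lay at intZ (2556938 to 2563458, log2 difference -13.25), recE (1410047 to 1421094, -10.52), nmpC to borD (575299 to 578358, -9.72), trkG (1421596 to 1425751, -8.17) and stfR (1426599 to 1429754, -7.91). In these regions the control DNA of the ΔseqA strain gave a Cy5 intensity between 0.514% and 0.543% of the array median, so the ratio rests on a nearly empty channel.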

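With the new method the highest signal along the chromosome, as a running mean of 3 probes, was 6.54 ± 0.52 (SD, n = 2 arrays; 6.91 and 6.17), 25.5 bp from the middle of oriC at 3923846. In the ΔseqA strain the same probes gave 0.13. The next highest signals were 5.26 ± 0.42 at ldcC, 5.06 ± 0.20 in the dnaA region at 3881929, 5.01 ± 0.04 at phnD and 4.78 ± 0.09 at scpB (SD, n = 2). In the 25% of the chromosome centred on the point opposite oriC (1604009) the mean signal was -0.84, against -0.45 in the rest. The difference of -0.39 was found in both replicates, with -0.41 and -0.36. It moved most with the normexp correction, to -0.18, and the signal at oriC moved most with processed signals centred on the median, to 7.52.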

We found a distinct binding pattern with the highest peak at the origin of replication and very low SeqA binding in the terminus region of the chromosome (Fig. 7). The pattern differed greatly from that detected with the unmodified ChIP-Chip method (Fig. 7, compare red to grey, 3 B-C). 

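The probe-by-probe comparison of the new with the unmodified method in wild-type cells called 12240 probes higher and 9000 lower of 40130 (limma, Benjamini-Hochberg, adjusted p under 0.05). Leaving out spots with the non-uniformity flag moved the counts most, to 2646 and 2933 of 10578. Without SeqA replicate 2 of the unmodified method the higher count was 8015. The 5 regions with the largest difference were lower with the new method in all 4 pairs of arrays. By limma they were rrsH (224757 to 224816, log2 difference -6.54, SE 0.31, adjusted p = 1.75e-05), ycgX (1207068 to 1230396, -6.03, SE 0.50, adjusted p = 3.42e-05), waaU (3794086 to 3807205, -5.93, SE 0.42, adjusted p = 1.85e-05), rplA (4169682 to 4182141, -5.87, SE 0.30, adjusted p = 1.75e-05) and the region from ylcF to envY (580870 to 585618, -5.77, SE 1.70, adjusted p = 0.0166). Of the highest probes 65, or 6.40%, were shared between the methods; random positions of the profiles gave 2.73% on average and 9.15% at most. Without SeqA replicate 1 or 2 of the unmodified method the shared number was 41 and 112. RNA polymerase and the new SeqA profile shared 12 probes, or 1.19%, against 2.72% on average for random positions.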

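The SeqA profile of the new method shared 16 of its highest probes, or 1.60%, with the lowest probes of the crosslinking array. Random positions of the profiles gave 2.70% on average and 7.68% at most. With spots carrying the non-uniformity flag left out the shared number was 126.

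**Figure D1:**
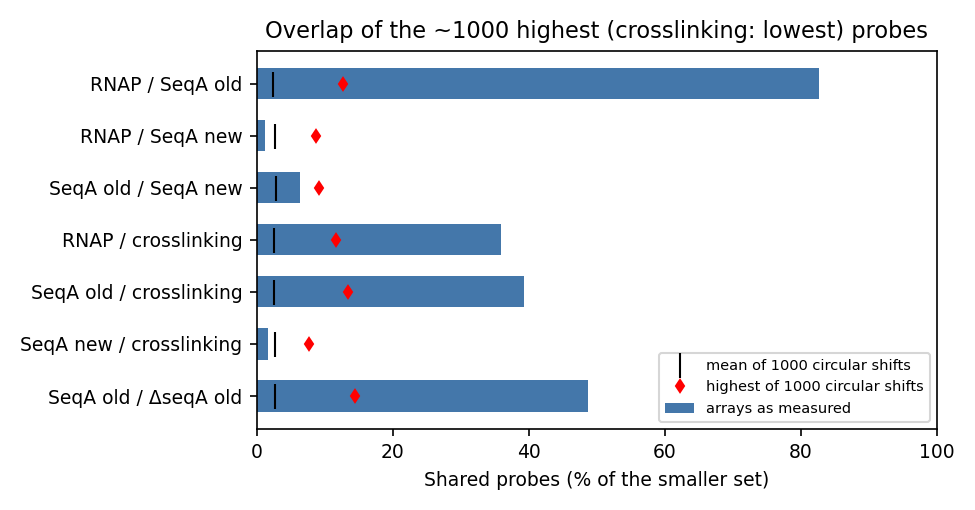
Percent of the highest probes shared between pairs of data sets (bars), with the mean (black tick) and the highest value (red diamond) of 1000 random shifts of the profiles along the chromosome. SeqA and RNA polymerase of the unmodified method share 82.7%, and the SeqA profile of the new method lies below the red diamond in each of its 3 pairs.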

Only minimal overlap with the crosslinking background was observed indicating significant reduction of background signals (Fig. 3, compare D-E with F).

**Figure 7:**
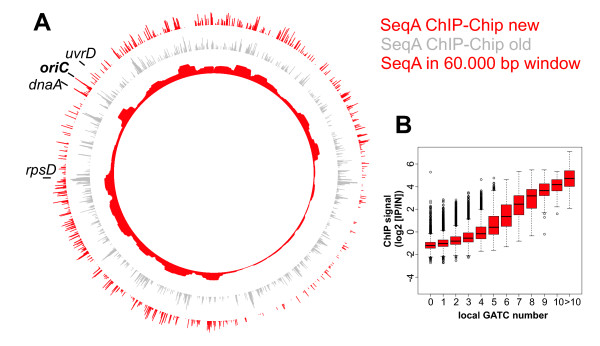
**SeqA binding to the *E. coli *chromosome**. **A **Whole genome plot of the SeqA ChIP signal with the modified method (outer red circle) in comparison to the SeqA ChIP signal resulting from old method (grey, compare fig. 2). The inner red circle is the sum of SeqA ChIP signals in windows of 60.000 bp (only positive values were included). **B **Correlation of SeqA ChIP signal with number of GATC sites per 500 bp (see legend to Fig. 2).

To put the results in a biological context we calculated the SeqA binding signal for a 60.000 bp moving window (Fig. 7, inner ring). The reasoning behind this is that SeqA has been shown to bind specifically to hemimethylated DNA "trailing" the replication fork. We estimated the stretch of hemimethylated DNA following the replication fork to be 60.000 bp (based on a replication speed of 1000 bp/sec and an average hemimethylation time of 1 min). 

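Positive log2 signals were summed in windows of 60000 bp at steps of 1000 bp. The median window sum was 75.8, the highest was 338 around 4440000 and the lowest 1.50 around 2126000. In the 25% of the chromosome opposite oriC the mean window sum was 21.9, against 115 in the rest. The ratio was 0.191, and 0.225 and 0.215 in the single replicates. The mean of all values in place of the sum of positive ones changed this ratio most, to 1.86, a ratio of negative levels.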

The result shows that SeqA binding is not evenly distributed over the chromosome. Instead there are regions with strong binding, such as the origin of replication (*oriC*) and areas with low binding, such as to the left and right of *oriC *(Fig. 7). 

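The window sum at oriC was 195, higher than in 89.8% of the windows. It was 240.3 at 30 kb and 124 at 60 kb to the left of oriC, and 104 and 37.2 at the same distances to the right. At 100 kb it was 34.7 on the left and 42.9 on the right, and at 200 kb 39.5 and 76.7. Of all windows, 27.9% were below the one at 100 kb to the left and 29.7% were below the one at 60 kb to the right.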

The most extended area with low SeqA binding is about one-fourth of the chromosome around the replication terminus with distinct borders rather than smooth transitions to the neighboring high SeqA binding regions. 

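The longest stretch of windows below the median window ran from 1040000 to 2285000. It was 1246000 bp long, 26.9% of the chromosome, and its centre lay 58491 bp from the point opposite oriC. This definition of a low stretch was chosen after the data were seen.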

A clear correlation was observed between the number of GATC sites in the probe region and the corresponding ChIP signal (Fig. 7B). 

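The median signal of probes with more than 5 GATC sites exceeded that of the other probes by 1.12 ± 0.23 (SD, n = 2 arrays; 1.28 and 0.96) with the new method. The slope above 5 sites was 0.44 per site, and Spearman's rho across probes was 0.418 and 0.384. In the ΔseqA strain the difference was -0.01. From the peak at oriC, the uneven distribution of binding and the relation with GATC sites, the paper concludes that the revised protocol is suited to the study of SeqA binding along the chromosome.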

In summary, we have shown that the revised ChIP-Chip protocol can be successfully used to gain insight into the challenging question of chromosome-wide SeqA binding in *E. coli*.

### Reinvestigation of σ^32 ^binding to the E. coli genome

Given the enormous background signal produced by the original ChIP-Chip method initially used in this study we considered it likely that published results based on this method would contain many false positives. To examine this experimentally we used our modified ChIP-Chip protocol to reinvestigate binding of the heat shock sigma factor σ^32 ^to the *E. coli *genome [10]. In the published study many novel σ^32 ^binding sites were described. Using a specific antibody we precipitated σ^32^-bound DNA from lysates of cells before and 5 min after heat shock. 

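σ32-bound DNA from cells at 30°C and 5 min after a shift to 43°C was hybridized on 2 arrays per temperature, and replicate 1 and replicate 2 lay on different slides. Replicate 1 was dim. Its median Cy3 intensity after background subtraction was 15.8 at 43°C and 10.6 at 30°C, against 207 and 194 for replicate 2. A Cy3 signal well above background was found at 59.7% and 35.4% of the positions of replicate 1. The authors also deposited log2 ratios. The log2 columns named replicate 1 followed the intensities named replicate 2 of the same temperature, with r of at least 0.999 across probes, and those named replicate 2 followed no deposited intensities with r above 0.724. The values given here come from the intensities, scaled as above, unless the deposited log2 ratios are named. A limma fit with the replicate as a block called 80 of 40112 probes higher at 43°C and 0 lower (Benjamini-Hochberg, adjusted p under 0.05); 1313 were higher and 474 lower at an unadjusted p under 0.05. They formed 34 regions, and 33 of these lay within 500 bp of a target listed in Tables 2 to 4. The largest differences, higher at 43°C in both replicates, were at dnaK (12088 to 13934, 3.13, SE 0.29, adjusted p = 0.000127 from limma), ycjX (1382084 to 1382299, 3.05, SE 0.29, adjusted p = 0.000127), yrfG (3527094 to 3527330, 2.94, SE 0.29, adjusted p = 0.000162), hspQ, listed as yccV (1027763 to 1028059, 2.80, SE 0.39, adjusted p = 0.00196), and fxsA (4366567 to 4366850, 2.79, SE 0.29, adjusted p = 0.000236). Without the replicate block limma called 0 probes, with 256 higher and 16 lower at an unadjusted p under 0.05. Leaving out a single array (43°C replicate 1, 43°C replicate 2, 30°C replicate 1 and 30°C replicate 2 in this order), which needs a fit without the block, gave 33, 3, 2 and 124 higher probes and 0, 1, 2 and 11 lower ones.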

Of the 38 σ^32-^targets found by Wade et al. and by others in studies using alternative methods, we detected 34 (Table 2). In contrast, out of the 49 targets found exclusively in the Wade et al. ChIP-Chip study, just seven appeared in our results (Table 3). 

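The rule of the Methods, at least 2 neighboring probes above 0.5 in both replicates at 43°C, gave 68 runs before and 39 after subtraction of the 30°C signal. Runs within 500 bp, measured to the middle of their outer probes, were found for 33 of the 38 listed positions before and 30 after subtraction. Of the targets the paper prints in bold 28 were among these 30, together with mfd and ldhA. No run remained at yafD, sbcD, yceP, phoP, rpoD, yhdN, recF and cycA. The 43°C minus 30°C difference at the listed position of dnaK was 2.80 ± 0.01 (SD, n = 2). At 17 of the 34 positions the paper detects, ycjX and yrfG among them, neither listed probe was well above background in Cy3 on 30°C replicate 1, so the size and order of the differences there are uncertain. With the normexp correction 16 targets were detected, and with spots carrying the non-uniformity flag left out 0. With the deposited log2 ratios the number was 31.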

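Of the 49 positions in Table 3, 3 lay within 500 bp of a run before subtraction (ybbM, ydiV and sdaA) and 1 after it (ybbM). With the deposited log2 ratios the numbers were 17 and 7, and 4 of these 7 are among the targets the paper detects. With a 43°C replicate left out the rule rests on the other replicate alone, so the number of targets can only stay or rise. Without 43°C replicate 1 there were 16 targets after subtraction, and without 43°C replicate 2 there were 6. These counts do not measure the weight of a single array. Because its modified method excluded most targets known only from the published ChIP-Chip study, the paper considers these likely to be false positives.

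**Figure D2:**
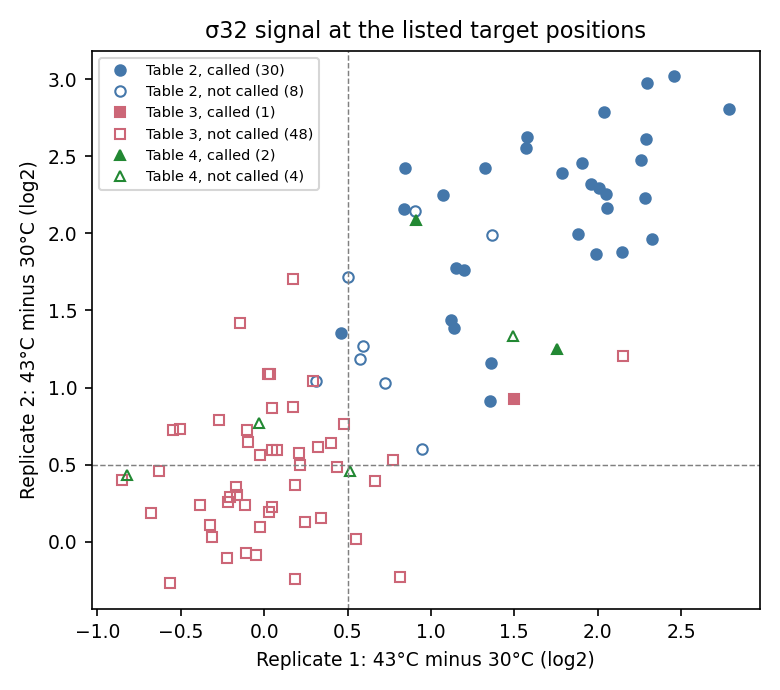
The 43°C minus 30°C log2 signal of replicate 1 (x axis) and replicate 2 (y axis) at the positions listed in Tables 2 to 4, with dashed lines at 0.5 and separate symbols for positions with and without a run after subtraction. Runs were found at 30 of the positions of Table 2 and at 1 of Table 3.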

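Of the 39 runs after subtraction, 5 lay near no position of Tables 2 and 3. At 2 of the 6 positions of Table 4 a run remained, codB and dgsA, each with a 43°C minus 30°C difference of 1.50 over the listed pair of probes. At yejG a run was found before subtraction only, and at ynfF, rpmI and ppc none was found. With the deposited log2 ratios 3 positions had a run after subtraction. Without 43°C replicate 1 there were 4, and the runs near no position of Tables 2 and 3 numbered 25. Without 43°C replicate 2 such runs numbered 235, the highest count with any replicate left out. These counts come from a weaker rule, which rests on the other 43°C replicate alone.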

Six potential targets were detected that were not found by Wade et al., including the gene *dgsA*, also described by others (Table 4)[11]. Since application of our modified method excludes most σ^32^-targets described solely in the published ChIP-Chip study we consider it likely that these are in fact false positives (see discussion).

**Table 2:** Target detection for previously reported σ^32^-sites^a^

Genomic position^b^	Target^c^	ChIP signal^d^
12153	***dnaK***	2.9
63524	***hepA***	1.1
231081	***yafD***	1.2
415363	***sbcD***	1.3
455839	***clpP***	2.0
458088	***lon***	2.5
494367	***htpG***	2.8
517509	***ybbN***	2.2
661879	***ybeD***	2.4
692735	***ybeZ***	2.5
921161	***macB***	2.1
1027921	***yccV(hspQ)***	2.0
1120264	***yceP(dinI)***	2.1
1173268	*mfd*	-
1189625	*phoP*	-
1329105	***topA***	2.4
1338173	***yciS***	2.1
1382156	***ycjX***	2.9
1441543	*ldhA*	-
1744259	***ydhQ***	1.4
1860640	***gapA***	2.1
1910677	***htpX***	1.6
2732265	***clpB***	2.2
2748779	***grpE***	2.3
2925909	***sdaC***	1.1
3210766	***rpoD***	1.7
3325757	***ftsJ***	2.2
3437596	***yhdN***	1.3
3472778	***rpsL (yheL)***	2.3
3527175	***yrfG***	2.7
3643241	***prlC***	2.4
3865515	***ibpA***	2.4
3878830	*recF*	-
4120359	***hslV***	2.5
4366663	***fxsA***	2.4
4368634	***groE(groS)***	2.2
4397495	***miaA***	2.1
4429090	***cycA***	0.6

^a ^Targets listed were found in a previous ChIP-Chip study [10]** and **in studies using alternative methods [11,19].

^b^Chromosomal position as middle of two microarray probes. For targets not detected in this study the genomic position described by Wade et al., 2006 are given.

^c^Names of target genes with synonyms in brackets. Targets detected in this study are in bold.

^d ^Mean σ^32 ^log_2 _ratio (IP/IN) of two probes for detected targets at the indicated genomic position (see experimental procedures for details).

**Table 3:** Target detection for σ^32^-sites found only by Wade et al., 2006^a^

Genomic position^b^	Target^c^	ChIP signal^d^
22199	*ileS*	-
239254	***yafU***	1.6
516521	*ybbM*	-
705196	*glnS*	-
918375	*ybjX*	-
1063460	*yccE*	-
1213931	*ycgF*	-
1247539	*dhaM*	-
1293531	*tdk/ychG*	-
1579583	*ydeN*	-
1581861	*ydeO*	-
1584068	*ydeP*	-
1609353	*yneF*	-
1624219	*dcp*	-
1710454	*ydgR*	-
1789863	*ydiV*	-
1894985	***sdaA***	0.7
2166182	*b2084(yegR)*	-
2209265	*yehR*	-
2217821	*yehZ*	-
2236301	*mglA*	-
2288414	*narP*	-
2319337	*atoS*	-
2385514	***yfbM/yfbn***	1.0
2520600	*xapR*	-
2533473	*crr*	-
2735126	*yfiO*	-
2762841	*yfjL*	-
2764390	*yfjN(rnlA)*	-
2769847	***yfjU***	0.9
2771222	*b2641*	-
2780322	***ypjA***	1.3
2798757	*nrdH*	-
2879078	*ygcI*	-
2923838	*yqcD(queF)*	-
3117399	*yghJ*	-
3427148	*yrdA*	-
3543459	*yhgH(gntX)*	-
3725552	*yiaA*	-
3764283	*yibA*	-
3766465	*yibG*	-
4124864	*rpmE*	-
4359431	*cadC*	-
4435901	*ytfI*	-
4465355	*treR*	-
4482322	*holC*	-
4524170	***yjhI***	1.2
4539344	***fimB***	0.8
4570170	*yjiT*	-

^a ^Targets listed were found **only **in a previous ChIP-Chip study [10]

^b ^Chromosomal position as middle of two microarray probes. For targets not detected in this study the genomic position described by Wade et al., 2006 are given.

^c ^Names of target genes with synonyms in brackets. Targets detected in this study are in bold.

^d ^Mean σ^32 ^log_2 _ratio (IP/IN) of two probes for detected targets at the indicated genomic position (see experimental procedures for details).

**Table 4:** σ^32 ^target candidates not detected in Wade et al.

Genomic position^a^	Target^b^	ChIP signal
354094	*codB*	1.9
1660133	*ynfF*	0.5
1666656	***dgsA***	1.5
1798225	*rpmI*	0.5
2276466	*yejG*	0.6
4148429	*ppc*	0.8

^a ^Chromosomal position as middle of two microarray probes.

^b ^Names of target genes. Known σ^32 ^-targets are in bold according to (Nonaka et al., 2006; Zhao et al., 2005).

^c ^Mean σ^32 ^log_2 _ratio (IP/IN) of two probes for detected targets at the indicated genomic position (see experimental procedures for details).

### Limited RNase treatment is an additional source of false positives in ChIP-Chip studies

The σ^32 ^ChIP-Chip was used to investigate additional sources of false positive findings, such as the duration of RNase incubation of immunoprecipitated complexes. While some published ChIP-Chip protocols include an RNase digestion step others do not. We used an extended RNase incubation at 42°C for at least 90 min in our modified ChIP-Chip method. To examine the effect of limited RNA digestion we shortened the incubation to 30 min with an otherwise unchanged protocol (Fig. 8A). 

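The short incubation was examined on 1 array at 43°C, and the authors deposited another at 30°C. The arrays of the long incubation are those of the σ32 experiment above. Both short-incubation arrays lay on a slide that held no other array, so the slide and the length of the incubation cannot be told apart. Their median Cy3 intensity after background subtraction was 1298 at 43°C and 499.6 at 30°C, and 11 spots of the 43°C array were saturated in Cy3. The limma fit had terms for temperature, RNase incubation and their interaction, and assumes that the single arrays vary like the replicated ones. The spread comes from the long-incubation arrays alone.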

The shortened RNase incubation increased the unspecific background signal drastically compared to the two experiments with longer RNA digestion. 

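At 43°C 14.8% of the probes had a log2 signal above 0.5 after the short incubation (95% Wilson interval 14.5 to 15.2%, counting error only), against 15.5% and 3.69% after the long one. The share in replicate 1 of the long incubation comes from scattered probes. The correlation between neighboring probes was 0.149 and 0.471 on the arrays of the long incubation and 0.816 on that of the short one. The SD of the signal was 0.692 and 0.348 after the long and 1.42 after the short incubation. The deposited log2 column named replicate 2 of the long incubation, which follows no deposited intensities, had a share of 12.3%. Its correlation between neighboring probes was 0.637 and its SD 0.542. It correlated with the 43°C short-incubation array with r = 0.720 and with long-incubation replicate 2 with r = 0.644. Centring on the median moved the share of the short incubation most, to 36.8%. At 43°C 5885 of 40112 probes were higher and 3169 lower after the short incubation (limma, Benjamini-Hochberg, adjusted p under 0.05). With the ratios divided by the mean ratio in place of median centring the counts were 2955 and 15819; the median signal after that division was -1.14 on the short-incubation array and -0.26 and -0.08 on the others. Leaving out flagged spots moved the counts most, to 83 and 14 of 1383 probes. With the slides of the long incubation as a block they were 10646 and 9920. Without 43°C replicate 1 the lower count was 1824, and without replicate 2 it was 5170. The regions with the largest difference, higher after the short incubation against both long replicates, were fimZ (561626 to 564894, log2 difference 7.73), ycdT (1090796 to 1093389, 7.42), yhaC (3262369 to 3267710, 7.32), ygeG (2983142 to 2994320, 7.29) and the yjiT region (4569575 to 4571199, 7.03). The difference at fimZ was the least certain, with an SE of 2.09 against 0.436 to 0.478 at the others. Its mean after the long incubation was -3.93 at the strongest probe.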

Some false positive σ^32^-targets of the published ChIP-Chip study described above might originate from RNA, since the method used lacks an RNase step. Accordingly, we observed a much higher signal with shorter compared to extended RNase treatment for some of the false positive σ^32^-targets (for example *yghJ*, Fig. 8B).

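Over the yghJ region (13 probes from 3116673 to 3117882) the mean log2 signal at 43°C was 1.12 after the short incubation, with a highest probe of 4.47, and -0.38 and -0.15 after the long one. Of the targets of Table 3, 42 are not detected in the paper. Around these positions the median signal was 0.49 after the short and 0.06 after the long incubation, and the signal was higher than in both long replicates at 24. It exceeded 1 at 15 after the short incubation and at 0 after the long one. Around the 34 detected positions of Table 2 the medians were -0.17 after the short and 1.05 after the long incubation, and at 0 of them was the signal higher than in both long replicates. These values depend on the scaling, which puts the median of the short-incubation array lower (-1.14) than those of the long ones (-0.26 and -0.08). Centred on the median, an alternative added after seeing the data, the signal was higher than in both long replicates at 34 of the 42 positions of Table 3 and at 13 of the 34 of Table 2. Since the published method lacks an RNase step, the paper proposes that some of its false positives originate from RNA.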

**Figure 8:**
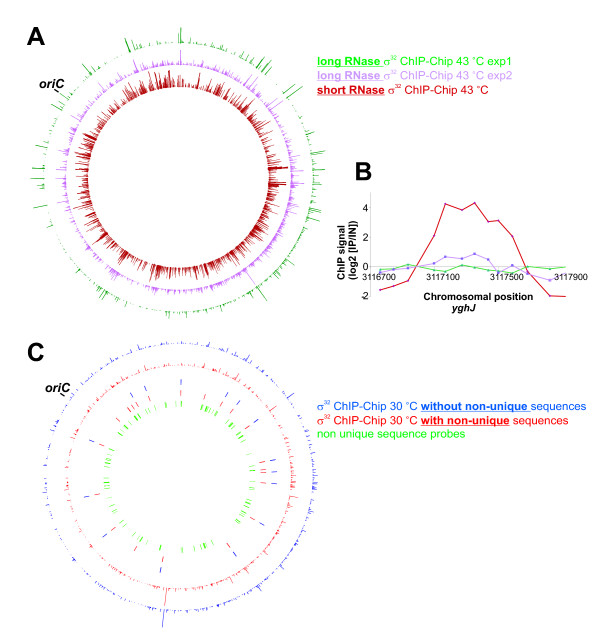
**Non-unique sequences and limited digestion of RNA cause false positives in ChIP-Chip experiments**. **A **σ^32 ^ChIP signal after long (two experiments, green and violet) and short RNase incubation (dark red). **B **σ^32 ^ChIP signal for the *yghJ *region (Colors are as in A). **C **σ^32 ^ChIP-Chip of *E. coli *grown at 30°C analyzed excluding non-unique sequences (blue) and including non-unique sequences (red). Inner three circles mark the position of peaks detected (similar coloring as for ChIP signals) and positions of non-unique sequences (green).

### Non-unique sequences can cause false positives in ChIP-Chip analysis

One important source of false positive findings in ChIP-Chip studies is the inclusion of non-unique sequences. 

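The match of every probe sequence was examined against the other probes of the array, since the genome sequence was not part of the reference files. Of the 41112 probes, 542 had a sequence that occurs 2 to 9 times on the array. When matches of at least 50 bases with at least 90% identity were counted too, the alternative that moved this number most among those chosen before the data were examined, there were 891.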

For the 40.000 probes on the microarray used in this study we examined the number of complementary sequences on the *E. coli *chromosome. 889 probes were found to match multiple loci on the chromosome, the numbers ranging from 2 to 11 (data not shown). Note that signals obtained with these probes and the surrounding probes were routinely excluded from all results shown above as mentioned. However, to investigate the effect of these non-unique probes we reanalyzed the σ^32^-ChIP-Chip experiment of 30°C cells described above including the non-unique sequences (Fig. 8C). Some of these probes gave an elevated ChIP signal. Consequently, six new peaks were detected by our search algorithm in addition to the 15 peaks detected before (Fig. 8C). Also the published σ^32^-study includes two target sites in non-unique sequence regions. These are the *yibA *promoter close to the *rhsA *gene and the *yrdA *promoter downstream of the ribosomal RNA gene *rrsD*. 

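At 30°C 31.9% of the non-unique probes of replicate 2 had a log2 signal above 0.5, against 2.07% of the unique ones. On the dim replicate 1 the shares were 19.1% and 12.8%.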

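A peak was a probe with a mean log2 signal above 1 whose neighbors on each side exceeded 0.5. Without non-unique probes 12 peaks were found at 30°C, the highest with 2.45 from 692669 to 692800 in the ybeZ promoter. With them there were 22 peaks, of which 7 held a non-unique probe and 2, at valU and rrlE, a probe next to one. Most of the 7 lay in rRNA and tRNA genes (rrsC, rrlC, aspT, rrsB and rrsE). A further new peak at rrsH (224757 to 224816) lay between probes left out as neighbors of non-unique ones. Median centring gave 31 and 51 peaks. Without 30°C replicate 2 there were 91 and 97, and without replicate 1 13 and 20. From the additional peaks the paper concludes that non-unique sequences can cause false-positive findings.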

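At the listed position of yibA (3764283) the 43°C minus 30°C difference was 0.02 ± 0.33 (SD, n = 2), and at that of yrdA (3427148) it was 0.31 ± 0.58 (SD, n = 2). Neither position had a run of probes after subtraction in the intensities. In the deposited log2 ratios, which have no value at yibA, a run remained at yrdA (3427284 to 3427439, difference 0.72). Of the 16 probes of the yibA region 1 was left out as non-unique or as the neighbor of a non-unique probe, and of the 14 probes of the yrdA region 2 were.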

In summary, our data demonstrate the potential of non-unique sequences to cause false-positive findings in ChIP-Chip studies.

## Discussion

### Multiple sources of false positives in ChIP-Chip studies

Here we present four sources of high background signals that caused false positive target site detection in our experiments as well as in many published studies. In the following we discuss how this unspecific background might occur. The first two problems, namely the selective enrichment of some DNA fragments during spin-column washing and the variability in reversion of crosslinking, might actually be due to the same circumstance. Both affected chromosomal regions with high transcription activity, such as the ribosomal protein gene *rpsD *(Fig. 5). In such regions crosslinking of RNA polymerase, DNA and transcribed mRNA will form large complexes. Concerning the washing of immunoprecipitated DNA with spin-columns it is easy to imagine that such highly crosslinked fragments could be trapped in the column matrix. A release of these bound complexes in the elution step would explain the enrichment of protein-rich DNA through washing with spin-columns. This would be limited to the IP DNA in a ChIP experiment because usually no beads are used to purify the input DNA. The logical improvement of the protocol in this case was to wash the immunoprecipitated DNA without spin-columns. Another possibility would be to use systems which separate beads by magnetism instead of centrifugation.

In contrast, the difference in crosslinking/reversion efficiencies at genomic loci could not be reduced by leaving out the crosslinking because it is an essential part of the protocol. The incomplete reversion of crosslinking led to depletion of protein-rich chromosomal regions during DNA preparation (Fig. 5). If this depletion were similar in the IP and input DNA it would not appear as ChIP signal because the corresponding ratio would be one. However, different rates of depletion in IP and input DNA would let this ratio go up or down. If for example 60% of a crosslinked site is reversed in the IP DNA but only 30% in the input DNA this would appear as two-fold enrichment and potentially as false positive target. Thus, transcriptionally active regions of the chromosome are more likely to show a high background signal. This problem could not be solved by variation of reversion conditions (Table 1). However, as one way to better separate the real targets from such background we increased the specific signal by using the supernatant of the immuno-precipitation as input DNA. This should amplify the specific signal because it will be enriched in the immuno-precipitated DNA and at the same time reduced in the reference DNA.

A high background signal originating from non-digested RNA may also occur in ChIP-Chip experiments. This will for example be high if the Klenow fragment is used for labelling of immunoprecipitated DNA, since it can use RNA as primer to incorporate labelled nucleotides. If a linker-mediated PCR is used to amplify the immunoprecipitated DNA the amount of RNA relative to DNA will be reduced, potentially reducing the RNA-caused background. Here we show that a thorough RNase digestion is a suitable way to eliminate the RNA background, allowing a free choice of subsequent labelling and amplification techniques.

An additional origin of high background signals in microarray analysis is caused by the occurrence of non-unique sequences on the chromosomes. A systematic evaluation of labeling and microarray hybridization of predefined DNA targets revealed such genome redundancy as one major cause of false positives [12]. A probe to a non-unique sequence will bind a mix of DNA fragments originating from different chromosomal loci. The chromosomal position can influence the protein binding to the different copies of a non-unique sequence and may therefore lead to erroneous ChIP-Chip results. If for example one copy is located downstream an active promoter and the other copy not, a RNA polymerase ChIP would enrich the first locus but not the second. On the microarray this would appear as a medium enrichment at both chromosomal positions. Additional errors might occur at non-unique sequences with multiple copies and some sequence variation. In this case one probe might be complementary to for example two copies and the neighboring one to seven copies. Genes that are typically non-unique are the ribosomal and transfer RNA genes or transposons but also for example the *rhsABCD *gene family or *gadAB *in *E. coli*.

To estimate the degree of false positives caused by non-unique sequences we screened the literature for occurrence of the mentioned genes as target sites in microarray studies. Appearance of non-unique sequence false positives turned out to be quite frequent. For example, 36 out of 269 'extended protein occupancy domains' in a recent study from Vora et al. are in regions with non-unique sequences [13]. Some studies even draw major conclusions from the appearance of non-unique sequence false positives. For example, the heat shock regulator HspR was suggested to be involved in regulation of *tRNA *and *rRNA *genes in *Streptomyces coelicolor *[14], the *B. subtilis *condensin SMC was proposed to be recruited to *rRNA *and *tRNA *genes [15] and *tRNA *genes were described to be cohesin loading sites both in budding and fission yeast [16,17]. All of the mentioned gene loci are non-unique in the respective genomes. Note that in principle the described conclusions could be right; it is just that the results of microarray experiments can say nothing about it and might actually be misleading instead. Fortunately, non-unique sequences can be easily detected and corresponding probes be excluded from data sets. Even better would be elimination during array design.

Beside the causes of high background described in this study other factors have been shown to affect the background level. For example Lee and colleagues point out that ChIP-Chip experiments are highly dependent on the antibody used for the immunoprecipitation [4]. The background signal will be high if the antibody performs poorly or if it binds other proteins unspecifically. In this context the salt concentration of the IP and wash buffer is critical and can be adjusted to optimize immunoprecipitation [4]. In addition to the experimental procedure improper data processing can lead to false positive findings. How the data are analyzed will depend on different factors such as probe density and the relative number of binding sites [2]. Correct normalization regarding the dye bias in two color microarrays has been shown to be essential for ChIP-Chip experiments [18].

### How frequent are false positives in published ChIP-Chip data?

The presence of non-unique sequence false positives might indicate that a high number of false positives are the rule, rather than exception in published ChIP-Chip studies. A false positive rate about 50% was found by our reinvestigation of a published σ^32^-study [10]. The conclusion that the targets found in the published ChIP-Chip experiment but not in our study are false positives is supported by findings from others [11,19]. While almost all of the targets we detected have been found with other methods then ChIP-Chip, the only evidence for the supposed new targets by Wade et al. is their ChIP-Chip analysis [10,11,19]. It is noteworthy that this analysis was done with the protocol used in the first experiment of our study producing a high background [3]. In addition the supposed new targets lacked a typical σ^32^-recognition site [10].

Further evidence for a frequent false-positive rate in ChIP-Chip studies comes from large differences of binding site detections in parallel studies. For example, FIS was found to bind all regions on the *E. coli *genome that are bound by RNA polymerase despite the absence of consensus binding sites [20]. A later study showed very different results with data that nicely fit the distribution of FIS binding motifs [21]. In two independent studies the binding of the estrogen receptor to the human chromosome 17 of MCF-7 breast cancer cells was analyzed [22,23]. We compared the 389 binding sites described in the Gevry study to the 390 sites detected in the Carroll study and found only about 50% overlap (binding sites were considered the same when not more than 2000 bp apart, data not shown). Interestingly, others have also suggested an extended degree of false positives as explanation for contradictory results in parallel ChIP-Chip studies. Highly dissimilar binding patterns of the Mediator complex in yeast were reported [24-26]. Fan and Struhl reinvestigated the contradictory results and suggested that the differences were caused by a high degree of false positives due to the experimental set-up of Andrau and colleagues [27]. These supposed false positives are mainly located in transcriptionally active coding regions as is also the case in our study.

A high number of false positives would make systematic approaches to analyze ChIP-Chip-derived binding sites especially difficult. Indeed, a recent analysis of yeast ChIP-Chip data revealed that only 48% of detected transcription factor binding sites could be explained by direct binding and an additional 16% by indirect binding [28]. The remaining 36% of the data set could not be explained by either direct or indirect transcription factor binding and were suggested to be noise. Taken together, high false positive rates seem to be common in ChIP-Chip studies. In some cases it actually seems to be an accepted fact. For example, Partridge and colleagues removed over one third of ChIP-Chip detected NsrR target sites just because they did not fit their expectations of lying in promoter regions [29]. However, this high false-positive rate was not investigated any further.

### How to deal with the background

Beside the need for technical improvements, the high level of ChIP-Chip false positives emphasizes the great importance of suitable control experiments. Good controls are ChIP-Chip experiments with cells lacking the IP epitope (for instance Δ*seqA*; Fig. 6), mock IPs without antibody (Fig. 5A) or IPs with preimmune serum or IPs from cells growing under conditions that are expected to give no or reduced binding of the respective protein (such as 30° for the heat shock sigma factor σ^32^; Fig. 8C). A suitable control experiment has two important functions. First, it allows estimation of the experimental quality. In this study the Δ*seqA *control was the key to understanding that the ChIP-Chip method gave high background (Fig. 4 and 6). Second, a control experiment can help to detect targets in the actual experiment. We used the σ^32 ^control ChIP-Chip at 30°C to find significant targets in the corresponding data set of heat shocked cells (see materials and methods).

It has been suggested that DNA from control experiments should be used as a hybridization reference, meaning that for example the IP DNA from a *wt *strain and a deletion strain are differentially labeled and hybridized to the same array [30]. However, others point out that a control should never be used as hybridization reference [2]. We agree with the latter opinion because use of control DNA as hybridization reference would not allow assessment of the experimental quality as outlined above. For instance, bad quality DNA from experiments with limited digestion of RNA (Fig. 8A-B) might not be detected if used as hybridization reference. Taken together, appropriate control experiments should be included in every ChIP-Chip study. Submission of the raw and processed control data to the public should be self-evident but is an exception in published studies so far.

Recently, chromatin immunoprecipitation has been combined with high throughput sequencing methods (ChIP-Seq). Interestingly, an analysis of different types of control DNA resulted in a variable pattern of background distributed over the chromosomes [31,32]. The pattern of background peaks varied between input DNA, non-crosslinked DNA and mock-IP DNA and lead to the conclusion that the type of reference DNA directly influence the number of sites deemed significant when scoring ChIP-Seq data. This underlines that the described problems apply to chromatin immunoprecipitation based methods in general.

### Revised ChIP-Chip method reveals new biological insights

The revised ChIP-Chip method we developed enabled us to analyze binding of the sequestration protein SeqA to the *E. coli *chromosome. SeqA is involved in regulation of replication initiation and also proposed to play a role in chromosome organization and segregation [6]. It was found to exhibit prolonged binding to hemimethylated GATC sites at *oriC *and thereby hindering reinitiation [7,33]. Enhanced binding of SeqA at *oriC *was also found in our ChIP-Chip analysis, in fact it was the highest peak detected (Fig. 7). The second-highest peak was in the *dnaA *promoter region which has been shown to have an exceptionally long hemimethylation period [8]. While our data support SeqA binding as proposed for *oriC *and the *dnaA *promoter it contradicts published suggestions on chromosome-wide binding. Brendler and colleagues found an even distribution of potential SeqA binding sites over the chromosome [34]. Our data suggest that SeqA structures retain specific DNA tracts for varying amounts of time. Most striking is the relatively short duration of SeqA binding to the left and right of *oriC *and to the DNA at about one-quarter of the chromosome surrounding the replication terminus. The latter finding is in contrast to results from ChIP-PCR experiments with synchronized cells which suggested a prolonged SeqA binding in the terminus region [35]. Clearly, further analysis and additional experiments are needed to understand the biological meaning of the SeqA binding pattern.

## Conclusions

We describe here a revised ChIP-Chip method and show its potential to greatly reduce false positive target site detection, which seems to be a widespread problem. Although we present many examples of high false positive rates in published studies, it has to be pointed out that this will vary greatly with the exact experimental details as outlined above. Since method details such as the duration of the RNase treatment or the use of spin columns have a major impact on the background signal, it is of high importance t give an accurate description of the procedure used. The results reported here should allow critical reviewing of published ChIP-Chip studies as well as assessment and potential modification of other variants of the ChIP-Chip method and related methods.

## Methods

### Cell growth, crosslinking and preparation of cell extracts

For SeqA and RNA polymerase ChIP-Chip *E. coli *MG1655 or MG1655 *ΔseqA *(Table 5) was grown at 37°C to an OD_600 _of about 0.15 in 50 ml LB (+ 0.2% glucose) before 27 μl of formaldehyde (37%) per ml medium were added (final concentration 1%). Crosslinking was performed at slow shaking (100 rpm) at room temperature for 20 min followed by quenching with 10 ml of 2.5 M glycine (final concentration 0.5 M). For heat-shock experiments, *E. coli *MG1655 was grown in 65 ml LB medium at 30°C to an OD_600 _of about 0.3. Subsequently 30 ml of culture was transferred to a pre warmed flask at 43°C and the remainder kept at 30°C. Crosslinking and quenching was as described above except that cells were kept at 30 or 43°C for 5 min before further slow shaking at room temperature. Cells were collected by centrifugation and washed twice with cold TBS (pH7.5). After resuspension in 1 ml lysis buffer (10 mM Tris (pH 8.0), 20% sucrose, 50 mM NaCl, 10 mM EDTA, 10 mg/ml lysozyme) and incubation at 37°C for 30 min followed by addition of 4 ml IP buffer, cells were sonicated on ice with 12 times 30 sec and 30 sec breaks at an UP 400 s Ultrasonic processor (Dr. Hielscher GmbH) with 100% power. After centrifugation for 10 min at 9000 g, 800 μl aliquotes of the supernatant were stored at -20°C.

**Table 5:** Strains and oligonucleotides used in this study

Strain or oligonucleotide	Relevant characteristic(s) or sequence	Source or reference
**Strains**		
*E. coli *MG1655	F-λ rph-1 (wild type)	Guyer et al., 1981; Jensen, 1993
MG1655 *ΔseqA*	*ΔseqA10*	Torheim et al., 2000
**Oligonucleotides**		
uvrDfw	AGTTCCCGCAGGTGTTTATC	
uvrDrv	GTCAGCGTCAGTTTCTGCAT	
uvrDprobe	AGACGCCCGCCTTCATCCAG (5' FAM - 3' TAMRA)	
yahEFfw	CCATCGAGACGATCAAAGAA	
yahEFrv	CAGCATCTGGCTTTGTTGTT	
yahEFprobe	AACTCGCGTCCTTCGGCAGC (5' FAM - 3' TAMRA)	
rpsDfw	AAGTTGATGCTGGCAAGATG	
rpsDrv	TAAAGCTCGACGATCAGGTG	
rpsDprobe	TCAGAACGCTCCGGCTTACGC (5' FAM - 3' TAMRA)	

### ChIP

The ChIP protocol initially used in this study was as described in Grainger et al., 2004 except that DNA was purified with phenol/chloroform instead of a PCR clean up kit. 800 μl of sonicated cell extract (see above) was incubated with 20 μl protein A/G agarose beads (Ultralink) and 5 μl of SeqA antiserum or antibody against RNA polymerase subunit β (Neoclone) at 4°C over night. Samples were transferred to a Spin-X centrifuge column (Costar), centrifuged for 2 min at 4.000 rpm to collect the beads. The flow through was removed. Washing was done by adding 500 μl buffer to the beads on the spin column and rotation at room temperature for three minutes with subsequent collection of the beads by centrifugation as above. Washing was performed with the following buffers (IP buffer two times all others one time): IP buffer (50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton × 100, 0.1% Sodium deoxycholate, 0.1% SDS), IP buffer with 500 mM NaCl, wash buffer (10 mM Tris pH 8.0, 250 mM LiCl, 1 mM EDTA, 0.5% Nonidet-P40, 0.5% Sodium deoxycholate) and TE. For elution, 100 μl elution buffer (50 mM Tris (pH 7.5), 10 mM EDTA, 1% SDS) was added to the column with the beads, incubated in a 65°C water bath for 10 min and centrifuged as above. To reverse the cross link 80 μl TE and 20 μl proteinase K (20 mg/ml) were added and samples incubated for 2 h at 42 and 6 h at 65°C. DNA was purified with phenol/chloroform. To prepare the control DNA, 800 μl of sonicated cell extract was incubated at 65°C over night. 1 μl RNase A (20 mg/ml) were added and samples incubated 30 min at 65°C before extraction with phenol/chloroform. The ChIP protocol as described above resulted in the high background signal (Fig. 2 and 4).

The following modifications were applied for the other ChIP-Chip experiments. First, agarose beads were not collected on a spin column but instead at the bottom of a usual 1.5 ml eppendorf tube. The supernatant was then removed by pipetting. Second, the control DNA was taken from the supernatant resulting from centrifugation of the precipitated chromatin beads processed further as the immuno precipitated DNA after elution. Third, before addition of proteinase K, sample and control DNA were incubated with RNase A (50 μg/ml) for at least 90 min at 42°C (except in the σ^32^-analysis shown in Fig. 8A where incubation was 30 min as indicated). Incubation of 800 μl cell extract with 15 μl σ^32^- or 5 μl SeqA antiserum was for 1 h at 4°C.

### Labeling and array hybridisation

Usually DNA from six parallel immuno-precipitations (each with 800 μl extract as described) were joined and labeled with Cy3-dCTP using the Klenow fragment and random primers of the BioPrime kit from Invitrogen. An equal amount of hybridization control DNA was labeled with Cy5-dCTP. Hybridization was for about 36 h at 55°C to *E. coli *whole genome microarrays from Oxford Gene Technology. The arrays have a probe length of 60 bases and a start to start spacing of about 150 bases. ChIP-Chip analysis were made in duplicates, except the crosslink-reversion array (Fig. 5), the Δ*seqA *arrays (Fig. 6) and the shorter RNase incubation array (Fig. 8A). Please note that the array hybridized with the SeqA ChIP of the Δ*seqA *strain with the unmodified method was of poor quality but regarded sufficient for its purpose described above.

### Microarray data processing

Arrays were scanned on an Agilent SureScan High-Resolution Scanner. Spot intensities were extracted using the Feature Extraction software 10.5.1.1 from Applied Biosystems with a linear dye normalization correction method. The data were further analyzed with the statistics software R, in particular the Bioconductor package and the limma library [36,37]. The background was subtracted and data points with a value below 0 after background subtraction were removed. Ratios of g (sample) to r (control) were calculated and normalized to the array wide average. For arrays performed in duplicates the mean of the two normalized values was calculated. Probes in gene regions with non unique sequences were deleted (a list is available on request). For σ^32^-target detection data obtained from heat-shocked cells were searched for two or more neighboring probes with a log_2 _signal > 0.5 in both replicates. This resulted in 74 potential targets (34 previously described, 9 described exclusively by Wade et al., 2006, 31 not found by Wade et al.). After subtraction of log_2 _signals of the corresponding replicates from non-heat-shocked cells, 47 potential targets remained (Tables 2, 3, 4; 34 previously described, 7 described exclusively by Wade et al., 2006, 6 not found by Wade et al.). For peak detection in σ^32^-data of non-heat-shocked cells (Fig. 8C) we searched for probes with a log_2 _ratio > 1 and the one to the left and right > 0.5.

GenomeViz was used for visualization of ChiP-Chip data [38]. Data points with log_2 _ratios > 0.5 were extracted and the corresponding genome locus assigned as 1000 bp up- and down-stream of the respective probe middle. For the moving window calculation of SeqA binding the sum of positive log_2 _ratios of 60.000 bp windows were calculated with a step size of 1000 bps. Raw as well as processed data are available at the Genome Omnibus Database, accession number GSE19053. To analyze the overlap of ChIP-Chip experiments a cut-off was chosen for each data set to select ~1000 probes with the highest ChIP signal (or the lowest signal for the crosslinking experiment). The overlap is the number of probes were the signal is beyond this cut-off at similar positions in the two compared data sets.

### ChIP washing comparison

For the comparison of washing methods (Fig. 5A) 2 × 800 μl of crosslinked, sonicated MG1655 cell extract were incubated with 20 μl protein A/G agarose beads (Ultralink) without antibody for 1 h at 4°C. One of these mock IP samples was then processed with the use of spin-columns and one without as described above. Eluted DNA was purified with phenol/chloroform and analysed by quantitative PCR as described below. Note that purification of the DNA with a Qiagen PCR cleanup kit gave the same results as the phenol extraction (data not shown).

### Crosslink comparison

To compare crosslinked-reversed with non crosslinked DNA 100 ml *E. coli *MG1655 LB culture was grown at 37°C to an OD_600 _of 0.15. After collecting 50 ml as 'non crosslinked' sample, crosslinking was done as described above. Crosslinked and non crosslinked cells were washed and sonicated corresponding to the ChIP-Chip protocol above. For experiments presented in Fig. 5B and 5D, 400 μl of the sonicated extracts were mixed with 400 μl TE and incubated with 2 μl RNase A (20 mg/ml) at 42°C for 1 h. Next, 200 μl proteinase K (20 mg/ml) were added and samples incubated for 2 h at 42 and 6 h at 65°C. For experiments without proteinase K shown in table 1, 200 μl of crosslinked extract was mixed with 200 μl TE and incubated at 65°C over night or 10 min at 100°C. For the other experiments 200 μl were mixed with 160 μl TE plus 40 μl proteinase K (20 mg/ml) and incubated at 37°C over night or for 2 h at 42°C followed by 65°C for 6 h. DNA was extracted with phenol and chlorophorm and analyzed by microarray hybridization (as above) or qPCR as described below.

### Quantitative RT PCR

Reactions were carried out in triplicates of 25 μl volume each. About 10 ng DNA was used as template in 10 μl ddH_2_O and added to a mix of 12.5 TaqMan Gene Expression mix (Applied Biosystems) and 2.5 μl primer mix (9 μM each forward and reverse primer and 2.5 μM probe) in 96 well PCR plates. For a primer list see Table 5. Reactions were carried out with a 7500 Real Time PCR System (Applied Biosystems). The system software was used to calculate Ct values which were transformed to relative values of template DNA. qPCR values for the *yahEF *gene region were used for normalization.

## Abbreviations

ChIP-Chip: chromatin immunoprecipitation combined with microarrays; ChIP-Seq: chromatin immunoprecipitation combined with next generation sequencing; IP: immunoprecipitation.

## Authors' contributions

TW designed and carried out the experiments, analyzed the data and drafted the manuscript. KS participated in design of the study, interpretation of data and in writing of the manuscript. Both authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

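The data comprise 15 arrays of E. coli MG1655. Of these 9 come from the SeqA, RNA polymerase and crosslinking experiments and 6 from the σ32 experiment. RNA polymerase (unmodified method), SeqA (unmodified and new method) and σ32 at 43°C and 30°C with the long RNase incubation have 2 arrays each. The ΔseqA strain with either method, the crosslinked-reversed DNA and σ32 with the short RNase incubation at each temperature have 1 array each. On every ChIP array the immunoprecipitated DNA carried Cy3 and the control DNA Cy5, and there was no dye swap, so a dye effect common to all arrays cannot be separated from enrichment. The small number of arrays limits the precision of every value.

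The authors scanned the arrays and extracted spot intensities with Feature Extraction 10.5.1.1, and the deposited intensity of a spot is its mean pixel value, without normalization, beside the median of its local background. The software's processed intensities, also deposited by the authors, were background-subtracted, detrended over the array and normalized linearly between the dyes within the array. The log2 values the authors deposited are log2 ratios of sample over control. In 11 of the 15 columns they follow the processed intensities of the same array, without further centring. The column of the ΔseqA array of the new method follows least closely. Its r across probes is 0.922, against at least 0.993 for the others of the 11. For this array the deposited ratios are therefore not the same values as the processed ones. The 0 or 1 quality flags per spot were deposited with the other values and mark non-uniform spots, saturated spots and signals well above background. The log2 columns of the σ32 arrays with the long incubation are an exception. Those named replicate 1 follow the intensities named replicate 2, and those named replicate 2 follow no deposited array. The intensities were therefore used throughout, and the deposited log2 ratios as an alternative. No per-sample column of the log2 table was left unused (0 columns).

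Local background was subtracted from the mean intensity, and spots at or below 0 in either dye were removed. Ratios of Cy3 to Cy5 were divided by the mean ratio of the array over unique probes, and replicates were averaged on the log2 scale. Control spots were left out, and the probes at one position were averaged. Probes with a sequence that occurs more than once among the probes of the array, on either strand, were left out together with the nearest probe on each side. The design had also left out spots with the non-uniformity flag. That flag marks up to 93.8% of the positions of an array, so flagged spots were kept. This change was made after the rates of the flag were seen, and the values without flagged spots are given as an alternative.

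Overlaps were counted between the probes with the highest mean signal, in the numbers of Fig. 3, or the lowest for the crosslinking array. The reference was 1000 circular shifts of a profile along the chromosome, which describe these arrays and are not a test across replicates. The genome sequence was not part of the reference files. For this reason GATC sites were counted in the bases covered by probes and scaled to a window of 500 bp. Probes named antisense were reversed for this count. Where they overlap a probe named sense they were printed on the same strand in 49 of 69 pairs. The count was therefore repeated with all sequences as printed, an alternative added after seeing the data. As GATC reads the same on both strands, this changes only the place of a site within its probe. The terminus was taken as the point opposite oriC, and oriC was placed between the genes mnmG and mioC. Background was summarised as the share of probes above 0.5, and Wilson intervals at the 95% level were computed for shares on single arrays. Regions of rpsD and uvrD comprise the gene and 500 bp on each side. SeqA signals were summed over windows of 60000 bp at steps of 1000 bp. For σ32 the rule of the Methods was applied, with 2 neighboring probes above 0.5 in both replicates and subtraction of the 30°C array of the same replicate, and a listed target was counted as detected when the middle of a probe of the run lay within 500 bp. Peaks at 30°C needed a probe above 1 with both neighbors above 0.5.

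Groups were compared probe by probe with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on median-centred log2 ratios, for probes with a value on every array of the comparison, with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The comparisons were σ32 at 43°C against 30°C, RNA polymerase against SeqA, the new against the unmodified method for SeqA, wild type against ΔseqA with the new method, and short against long RNase incubation at 43°C, at 30°C and as an interaction with temperature. Groups with 1 array were assumed to vary like the others. The replicate number was a block only for σ32, where the Methods subtract the corresponding replicate. The paper states that the SeqA and RNA polymerase immunoprecipitations were done in parallel, and their arrays of the same replicate number share a slide; the slide as a block was run as an alternative. A check of the pairing by the correlation of replicate deviations across probes gave r = 0.512 for σ32, 0.233 for RNA polymerase and SeqA and 0.158 for both SeqA methods. The other steps were written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and near-identical probes were found with blastn 2.17.0+, with at least 50 bases and 90% identity.

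The genes named in the text are those the paper names for these arrays and, for each comparison, the 5 regions with the largest absolute log2 difference at their strongest probe among probes past the threshold and changed the same way in every pair of arrays. Called probes within 500 bp were joined to a region, named after the gene of its strongest probe or, where that probe lies between genes, after the genes it spans or the listed target beside it. Genes at the highest peaks of the SeqA profile, targets without a run, peaks at non-unique probes and stretches of low control signal fall outside this rule and were chosen after their values were seen.

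The steps were tested on simulated data. The rule for σ32 recovered 200 of 200 runs, the peak search 200 of 200 peaks, and a slope with GATC sites set to 0.3 was found as 0.297. With 200 probes changed by 3 on the log2 scale and noise at limma's prior SD, 100% were recovered for σ32 with 55 false calls, 98% for RNA polymerase against SeqA with 13, 97% for the SeqA methods with 9, and 98% for wild type against ΔseqA with 30. For the RNase incubation 26% were recovered at 43°C with 2 false calls, and 0% of 100 changed probes at 30°C and for the interaction. With an SD of 0.1 every changed probe was recovered in each comparison, with 3 to 13 false calls. The noise of the first version of this test, each probe's own residual SD, gave almost no calls in most comparisons and was replaced. A low count at 30°C or for the interaction therefore says nothing about the absence of an effect.

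The alternatives concerned the background correction (processed signals, or normexp with an offset of 50), the centring of the arrays, the deposited log2 ratios, flagged spots, dim probes, non-unique probes, the averaging of replicates, the size of the sets, the windows, the thresholds, the pairing of replicates, the slide as a block and the arrays in the fit, and each replicate was left out in turn. Dim probes were those not well above background in Cy5, the control dye, so a probe dim only in Cy3 stayed in. Leaving out the probes absent from the deposited log2 table, using that table without scaling and counting its missing probes as non-unique were added after the data were seen. The same holds for the definition of the longest low stretch, for the use of the 43°C minus 30°C difference as the scale of the signals in Tables 2 to 4, for the 10% threshold of stretches of low control signal, for the strand difference over the genes with the highest signal, for the median centring of the signals around listed targets and for the reference pairs of the slide test. The qPCR experiments have no arrays and were left out.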

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

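The tests of the short-incubation array at 30°C, of its GC correction and of the runs in dnaJ and groL were chosen only after these results were seen, while the tests of the spread between probes of different strands and of the dim arrays were set before. No group has enough arrays for a test of a single array against its group, and the interaction of RNase incubation with temperature called 0 probes (limma, 2448 higher and 193 lower at an unadjusted p under 0.05), in a fit that recovered 0% of simulated changes. That fit leaves out the pairing of the long-incubation arrays by slide. With the slide as a block limma called 1784 higher and 34 lower for the interaction, and 3824 higher and 1055 lower at 30°C, so the 0 depends on this choice.

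The short RNase incubation at 30°C is an array that the paper does not report. On this array 18.8% of the probes had a log2 signal above 0.5 (95% Wilson interval 18.4 to 19.2%, counting error only), against 13.0% and 2.17% after the long incubation at the same temperature. The correlation between neighboring probes was 0.829, against 0.136 and 0.265. Across probes the array correlated with the short-incubation array at 43°C with r = 0.877 and with RNA polymerase with r = 0.755, but only with r = 0.323 with the brighter long-incubation array at 30°C. This is consistent with a background shared by both short-incubation arrays that resembles RNA polymerase binding. Both arrays lay on a slide of their own, so an effect of the slide cannot be told apart from an effect of the incubation.

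Several technical explanations of the short-incubation signal were weighed. Probe GC content was related to the signal on both short-incubation arrays (r = -0.67 and -0.66). After a linear correction for GC the 43°C array still correlated with RNA polymerase with r = 0.729, against at most 0.306 for the long-incubation arrays, which argues against GC content as the whole cause. Dim arrays of the long incubation could change the signal they are compared with. Without the dim 43°C replicate 1, limma called 5501 probes higher and 1824 lower after the short incubation, against 5885 and 3169 with all arrays. This compares 1 array with 1 array at 43°C, with the variance taken from 30°C, so it decides nothing and the share of dimness stays open. A single-stranded product that arises from RNA might favor probes of one strand. The SD over genes of the difference between probes named sense and antisense was 0.193 at 30°C and 0.391 at 43°C after the short incubation. On the long-incubation arrays it was 0.156 and 0.181 in the brighter replicate 2 and up to 0.447 in the dim replicate 1. The names do not give the strand, however. Of 69 overlapping pairs of a probe named sense and one named antisense, 49 have sequences on the same strand, and the strand of the genes was not used. The strand comparison therefore decides nothing, and a product from RNA stays open. Temperature does not account for the signal. The correlation between neighboring probes was 0.829 at 30°C and 0.816 at 43°C after the short incubation, against 0.265 and 0.471 on the brighter long-incubation arrays at the same temperatures.

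Runs of neighboring probes above 0.5 after subtraction in dnaJ and groL had no probe whose middle lay within 500 bp of a listed target. The run in dnaJ (14273 to 14637, 4 probes) had a 43°C minus 30°C difference of 1.247 (1.71 and 0.78 in the replicates), the run from dnaJ into the following intergenic region (15001 to 15386, 4 probes) had 0.87 (1.05 and 0.69), and the run in groL (4369119 to 4370757, 13 probes) had 1.02 (1.33 and 0.72). The deposited log2 ratios gave 0.77, 0.35 and 0.78. The nearest listed targets are dnaK at 2120 and 2848 bp and groE at 485 bp from the edge of the run, so that the run in groL would count as a run at groE if distances were taken from the edge. No probe of these runs was non-unique. On the short-incubation array at 43°C the signals were -1.10, -1.76 and -0.40. The paper does not report these runs apart from the targets upstream. Whether the signal spreads from the promoter over the operon was not tested. Replicate 1 is dim. The rule asks for a signal above 0.5 in both replicates, so the presence of the runs in the brighter replicate 2 is no separate evidence.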

How the results depend on the processing

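Before the data were examined the alternatives were fixed, except those said here to be added later, which were chosen only after the results were seen. In all, 49 results were recomputed under 40.0 settings, besides leaving out single replicates. Of 751 values, 503 moved by no more than the spread between replicates, the interval of a share or 1.5 times for a count. A further 248 moved more, and 0 reversed in sign. Many of these values are counts or shares, which cannot change sign, so the 0 says nothing about them. The order of the ΔseqA shares of both methods did reverse with the normexp correction. Of the 114 values without a replicate 48 moved. Where a value moved, the cause was not tested, except where the construction of the alternative gives it. Leaving out near-identical probes as well (44 results) and a model without interaction (2 results) moved none. Neither did a threshold of 0.4 or a distance of 1000 bp (6 results each). GATC sites counted in the sequences as printed (4 results, added after seeing the data) moved none either. That setting could hardly move a result, since GATC reads the same on both strands and only its place within a probe changes.

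Spots with the non-uniformity flag, which the design leaves out, were kept in the values reported, a choice made after the rates of the flag were seen. With these spots left out, far fewer probes enter each result. Shared probes were 93 for RNA polymerase and SeqA new, 176 for both SeqA methods and 126 for SeqA new and crosslinking. The ΔseqA share of the new method was 2.38%, the rpsD plateau difference 5.39, the terminus difference -0.35, the window ratio 0.286 and the yghJ difference 0.73. The σ32 runs fell to 13 before and 1 after subtraction, with 0 targets of Table 2, 0 of Table 3, 0 of Table 4 and 1 other run, and peaks at 30°C numbered 0 without and 0 with non-unique probes. By limma, σ32 had 0 higher probes (54 at an unadjusted p under 0.05), RNA polymerase against SeqA 59 higher, the new against the unmodified method 2646 higher and 2933 lower, wild type against ΔseqA 206 and 89, and RNase at 43°C 83 and 14.

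With processed signals the ΔseqA shares were 15.6% (unmodified) and 2.39% (new), the terminus difference -0.48, the window ratio 0.178, Table 3 targets 4, σ32 probes 39 higher by limma, and RNA polymerase against SeqA 0 higher and 0 lower (limma, 5475 and 3840 at an unadjusted p under 0.05). With these signals centred on the median the ΔseqA shares were 38.2% and 11.0%, the terminus difference -0.48, the window ratio 0.337, the oriC signal 7.52, Table 3 targets 7, other runs 9, the short-incubation shares 36.8% at 43°C and 29.4% at 30°C, and the yghJ difference 2.46.

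The normexp correction moved the largest number of results, 27 of 48. Shared probes were 148 for both SeqA methods and 9 for SeqA new and crosslinking. The ΔseqA shares were 17.8% (unmodified) and 19.6% (new), so that their order reversed, and the rpsD plateau difference was 2.20. The rpsD minus uvrD difference was 5.26 for RNA polymerase, 5.09 for SeqA, 3.81 for ΔseqA (unmodified) and -0.66 for crosslinking. The terminus difference was -0.18 and the oriC signal 5.84. The σ32 runs were 37 before and 17 after subtraction, with 16 targets of Table 2, 0 of Table 3, 0 of Table 4 and 0 other runs. The 43°C short-incubation share was 16.2%, and 5 peaks were found without non-unique probes. By limma, σ32 had 0 higher probes (1251 at an unadjusted p under 0.05), RNA polymerase against SeqA 375 higher and 1504 lower, the new against the unmodified method 6905 higher, wild type against ΔseqA 1268 and 0 (23 lower at an unadjusted p under 0.05), and RNase at 43°C 1820 and 125.

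The scaling sets the level to which a threshold is applied. With median centring the ΔseqA shares were 34.6% and 12.3%, the window ratio 0.378, the oriC signal 7.29, σ32 runs before subtraction 110.0, Table 3 targets 2, the short-incubation shares 36.8% at 43°C and 29.4% at 30°C, the yghJ difference 2.36, and peaks 31 without and 51 with non-unique probes. With mean log centring the ΔseqA shares were 33.3% and 10.4%, the window ratio 0.313, the oriC signal 7.08, the short-incubation shares 31.9% and 25.3%, the yghJ difference 2.20, and peaks 24 and 40. For the limma fits, the mean ratio in place of the median gave 123 higher and 3 lower for σ32, 7 higher and 2231 lower for RNA polymerase against SeqA, 249 lower for wild type against ΔseqA, and 2955 higher and 15819 lower for RNase at 43°C. The part of called probes that is higher thus changed from 65.0% to 15.7% for RNase at 43°C and from 10.3% to 0.313% for RNA polymerase against SeqA. This follows from the shift of the medians by that scaling, to -1.14 on the short-incubation array at 43°C and to -0.26 and -0.08 on the long-incubation arrays, so the directions hold relative to the median probe only.

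With the deposited log2 ratios, in which the σ32 replicates are other arrays, the ΔseqA shares were 16.8% and 9.31%, the terminus difference -0.52, the window ratio 0.175, Table 3 targets 7, other runs 9, the yghJ difference 1.15 and peaks with non-unique probes 11. The share of 9.31% comes from a column that followed its own array with r = 0.922 only. By limma, σ32 had 123 higher probes, RNA polymerase against SeqA 0 and 0 (5348 and 3802 at an unadjusted p under 0.05), wild type against ΔseqA 17 lower, RNase at 43°C 11223 higher and 10041 lower, at 30°C 1872 and 148, and the interaction 1800.0 and 89. Without scaling, an alternative added after seeing the data, the ΔseqA shares were 39.4% and 7.22%, the rpsD plateau difference 5.25, the terminus difference -0.52, the window ratio 0.312, the oriC signal 7.48, Table 3 targets 3, the short-incubation shares 32.8% and 23.3%, the yghJ difference 2.21 and peaks with non-unique probes 9. Leaving out the probes absent from that table, added later as well, gave a ΔseqA share of 2.34% with the new method, and counting them as non-unique gave 1590 probes. Counting near-identical probes gave 891.

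With probes dim in Cy5 out, the ΔseqA share of the new method was 0.466%. A Cy5 signal well above background was found at no less than 99.35% of the positions of any array. The setting therefore removes few probes, and for σ32 it left 40110 of 40112 in the limma fit. It does not test dimness in Cy3. With non-unique probes kept, shared probes were 29 for both SeqA methods, 588 for RNA polymerase and crosslinking, 635 for SeqA and crosslinking, and 9 for SeqA new and crosslinking, and the ΔseqA share of the unmodified method was 13.0%. The linear mean gave a window ratio of 0.200 and peaks of 27 and 37.

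The size of the sets fixes the number of shared probes by construction. With 500 probes they were 379 for RNA polymerase and SeqA, 1 for RNA polymerase and SeqA new, 15 for both SeqA methods, 183 for RNA polymerase and crosslinking, 233 for SeqA and crosslinking, 1 for SeqA new and crosslinking, and 257 for SeqA and ΔseqA. With 2000 probes they were 1627, 59, 247, 636, 641, 86 and 959 in the same order. With neighbors counted as shared, RNA polymerase and SeqA new shared 21 and SeqA new and crosslinking 27. A GATC window of 1000 bp gave -0.28 for RNA polymerase, 0.74 for SeqA and 1.72 for SeqA new, and of 300 bp 0.26 for SeqA and 0.77 for SeqA new. Windows of 30000 and 120000 bp gave terminus ratios of 0.181 and 0.202, and the mean of all values gave 1.86, a ratio of negative levels.

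For σ32 a threshold of 0.75 gave 36 runs before and 25 after subtraction, 1 target of Table 4 and 1 other run. A threshold of 1 gave 25 and 20 runs, 18 targets of Table 2, 0 of Table 3, 0 of Table 4 and 1 other run. With 3 neighboring probes there were 36 and 24 runs, 0 targets of Table 3, 0 of Table 4 and 3 other runs. A distance of 250 bp gave 8 other runs. Crossed pairing gave 24 runs after subtraction, 17 targets of Table 2 and 1 of Table 4. Without the replicate block there were 2 targets of Table 3, and limma called 0 higher probes (256 at an unadjusted p under 0.05). Peak thresholds of 0.8 and 0.4 gave 41 and 59 peaks, and the higher pair of thresholds gave 11 with non-unique probes.

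With the slide as a block, RNA polymerase against SeqA gave 3214 higher and 2423 lower probes by limma, and the replicate block gave the same 3214 and 2423, since each slide holds 1 replicate. The paper states that these immunoprecipitations were done in parallel. The part of called probes that is higher was 57.0% with the block and 10.3% without it. For RNase the slide block gave 10646 and 9920 at 43°C, 3824 and 1055 at 30°C, and 1784 and 34 for the interaction. It separates only the slides of the long incubation, because the short-incubation slide holds no long-incubation array, so that slide and incubation cannot be told apart. A slide block was not run for both SeqA methods, where no slide holds more than 1 array, nor for wild type against ΔseqA, where it leaves no residual degrees of freedom. For all 15 arrays in a single fit σ32 had 0 higher probes (478 at an unadjusted p under 0.05, no replicate block), RNA polymerase against SeqA 167 higher, wild type against ΔseqA 207 lower and RNase at 43°C 4819 lower. The linear mean was not run for the σ32 rule, which takes each replicate on its own.

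With each array left out in turn, a lone array is assumed to vary like the others, and σ32 was fitted without the block. Wild type against ΔseqA was not fitted in this way, since no residual degrees of freedom remain. Shared probes were 710.0 to 857 for RNA polymerase and SeqA, 9 to 16 for RNA polymerase and SeqA new, 235 (without RNA polymerase replicate 2) to 440.0 for RNA polymerase and crosslinking, 41 to 112 for both SeqA methods (without replicate 1 and replicate 2 of the unmodified method), 342 to 438 for SeqA and crosslinking, 467 to 527 for SeqA and ΔseqA, and 13 to 15 for SeqA new and crosslinking. GATC differences were -0.20 to -0.06 for RNA polymerase, 0.31 to 0.58 for SeqA and 0.96 to 1.28 for SeqA new, the terminus difference -0.41 to -0.36, the window ratio 0.215 to 0.225 and the oriC signal 6.17 to 6.91. The σ32 runs were 68 to 987 before and 40 to 276 after subtraction, with 30 to 38 targets of Table 2, 1 to 16 of Table 3, 2 to 4 of Table 4 and 5 to 235 other runs. The highest run counts are those without 43°C replicate 2, and the highest target counts those without 43°C replicate 1. The σ32 rule loses a condition with each replicate left out, so its target counts can only stay or rise. The long-incubation shares were 3.69 to 15.5% at 43°C and 2.17 to 13.0% at 30°C, the yghJ difference 1.26 to 1.50, and peaks 13 to 91 without and 20 to 97 with non-unique probes, the highest without 30°C replicate 2.

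By limma the ranges were 2 to 124 higher and 0 to 11 lower for σ32, 0 to 6678 and 0 to 3639 for RNA polymerase against SeqA (without RNA polymerase replicate 1, with 3452 and 3561 at an unadjusted p under 0.05, and without replicate 2), 8015 to 11770 and 6424 to 9237 for the new against the unmodified method, 5501 to 6968 and 1824 to 5170 for RNase at 43°C, 0 to 391 and 0 to 85 for RNase at 30°C, and 186 to 332 and 2 to 22 for the interaction. The fit with all arrays called 0 at 30°C and for the interaction (limma, 3861 higher and 772 lower at 30°C and 2448 and 193 for the interaction at an unadjusted p under 0.05). A Cy3 signal well above background was found at 35.4% and 59.7% of the positions of the σ32 replicates 1 and at 84.3% on the ΔseqA array of the new method, against at least 93.1% on the other arrays.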

Differences from the paper's values

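The alternatives set before the data were examined are named here without further mark, and those added later are said to be chosen after seeing the values; no setting was chosen because it comes closer to the paper. Whenever both values differ by more than 1.5 times, or for a log2 signal by more than the SD between replicates, they are listed.

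For the overlap of the highest SeqA probes between the unmodified and the new method, the paper's number is about 24 in Fig. 3, read by eye, and the number here is 65. With non-unique probes kept it is 29, which no longer differs. With processed signals (64), normexp (148), median or mean log centring (65), the deposited log2 ratios (75), flagged spots left out (176), dim probes out (67), near-identical probes out (75), the linear mean (71), sets of 500 (15) or 2000 (247), neighbors counted (78) or a replicate left out (41 to 112) it still differs, and so it does with probes absent from the deposited log2 table out (78), an alternative chosen after seeing the values.

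For the reduction at rpsD by the new method the paper's value is about 30-fold, given for the gene region. Here the reduction was 16.4-fold over the gene region and 14.7-fold over the plateau. Only 12.6% of the plateau probes were well above background on the new-method array. The alternatives that follow refer to the plateau value, and dim probes are those dim in Cy5, the control dye. Processed signals centred on the median (24.8-fold) and flagged spots left out (42.1-fold) bring it within 1.5 times of the paper's, and so do the deposited log2 ratios without scaling (37.9-fold), chosen after seeing the values. It differs with processed signals (13.4), normexp (4.59), median centring (14.8), mean log centring (14.7), the scaled deposited ratios (15.6), dim probes out (14.7), non-unique probes kept (12.5) and near-identical probes out (14.9), and with probes absent from the deposited log2 table out (11.0), chosen after seeing the values.

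Among the σ32 targets of Table 3, the paper's count before subtraction is 9 and the count here 3. A replicate left out removes a condition of the rule, so counts under these settings can only stay or rise. Processed signals (6), median centring (9), mean log centring (6), processed signals with median centring (12) and leaving out 43°C replicate 2 (13) no longer differ, and neither do the deposited log2 ratios without scaling (10), chosen after seeing the values. Normexp (5), the scaled deposited ratios (17), flagged spots left out (0), near-identical probes out (4), thresholds of 0.4 (5), 0.75 (1) and 1 (0), 3 neighboring probes (1) and leaving out 43°C replicate 1 (25) differ; with dim probes out, non-unique probes kept, other distances, other pairing or a 30°C replicate left out the count stays at 3. After subtraction the paper's count is 7 and the count here 1. Processed signals with median centring (7), the scaled deposited ratios (7) and leaving out 43°C replicate 2 (6) no longer differ. Processed signals (4), median centring (2), leaving out 43°C replicate 1 (16), no replicate block (2), leaving out 30°C replicate 2 (2) and the deposited ratios without scaling (3, chosen after seeing the values) differ, normexp, flagged spots left out, a threshold of 1 and 3 neighboring probes give 0, and the other alternatives give 1.

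Of the 6 targets of Table 4, all of which the paper detects, 2 were detected here. Leaving out 43°C replicate 1 gives 4, within 1.5 times of the paper's 6, by a weaker rule that can only add targets. Processed signals (3), the same with median centring (3), the scaled deposited ratios (3), a threshold of 0.4 (3), leaving out 43°C replicate 2 (3) or 30°C replicate 1 (3), a threshold of 0.75 (1), crossed pairing (1), and normexp, flagged spots left out, a threshold of 1 and 3 neighboring probes (0 each) differ, and every other alternative gives 2.

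Some targets that the paper detects had no run here, and the settings that call them are these. With a replicate left out the rule has fewer conditions, so such settings can only add calls. Leaving out 43°C replicate 1 calls yafD, sbcD, yceP, rpoD, yhdN and cycA of Table 2, yafU, sdaA, yfbM, yfjU, ypjA, yjhI and fimB of Table 3 and yejG and ppc of Table 4, and it alone calls yhdN, cycA and yafU. Processed signals, with either centring, call yafD, sbcD, yceP, rpoD, yfbM, ypjA, yjhI and ppc. The scaled deposited ratios call yafD, sbcD, yceP, rpoD, yfjU, ypjA, yjhI, fimB and ppc, and without scaling, chosen after seeing the values, yafD, sbcD, yceP, rpoD, ypjA, yjhI and fimB. Fitting no replicate block calls sbcD, yceP and sdaA. Leaving out 30°C replicate 1 calls sbcD, yceP and yejG, leaving out 30°C replicate 2 calls sdaA, and leaving out 43°C replicate 2 calls sdaA and rpmI. A threshold of 0.4 calls rpmI. No setting calls ynfF.

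For new peaks at 30°C with non-unique probes the paper's number is 6 and the number here 10. Near-identical probes out as well (9), leaving out 30°C replicate 1 (7) or replicate 2 (6) no longer differ. Processed signals (11), normexp (12), median centring (20), mean log centring (16), processed signals with median centring (19), the scaled deposited ratios (0), flagged spots left out (0), dim probes out (10), the linear mean (10) and peak thresholds of 0.8 with 0.4 (18) or the higher pair of thresholds (3) differ, and so do the deposited ratios without scaling (0) and probes absent from that table out (10), chosen after seeing the values.

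The paper's number of probes matching multiple places is 889 and the number here 542. Counting near-identical probes gives 891, which no longer differs. Counting the probes absent from the deposited log2 table, chosen after seeing the values, gives 1590 and differs.

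The signals printed in Tables 2 to 4 were first brought to one scale. They match the 43°C minus 30°C difference of the deposited log2 ratios best (38 of 47 within 0.2, r = 0.961 across targets), better than that difference from the intensities (18, r = 0.880) or the 43°C signal from the intensities (14), so the difference is used. On that scale 15 of the 47 signals differ by more than the SD between replicates, 10 in Table 2, 3 in Table 3 and 2 in Table 4. At 26 of the 47 positions neither listed probe was well above background on 30°C replicate 1.

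The paper's value is 2.9 at dnaK, where 2.80 was found here, 1.1 at hepA (1.26 here), 2.5 at lon (2.15 here), 2.8 at htpG (2.37 here), 2.5 at ybeZ (2.01 here), 2.4 at topA (2.14 here), 2.1 at yciS (2.26 here), 2.2 at ftsJ (1.94 here), 2.2 at groE (2.11 here) and 2.1 at miaA (1.48 here), all in Table 2. In Table 3 the paper's value is 1.6 at yafU (0.53 here), 0.7 at sdaA (0.47 here) and 0.9 at yfjU (1.68 here), and in Table 4 it is 0.5 at ynfF (-0.19 here) and 0.8 at ppc (1.41 here).

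Of these, the value no longer differs with processed signals at dnaK, hepA, htpG, ftsJ, groE, sdaA, yfjU and ynfF, and with processed signals centred on the median at the same targets and at topA. With normexp it no longer differs at hepA, lon, htpG, topA, yciS, ftsJ, miaA, yafU, sdaA, yfjU, ynfF and ppc. With median or mean log centring this holds at topA, groE and sdaA. With the scaled deposited ratios it holds at hepA, htpG, ybeZ, topA, yciS, ftsJ, groE, yfjU, ynfF and ppc, and with flagged spots left out at ybeZ and yciS. Crossed pairing, which widens the SD, closes all but those at sdaA and ynfF. With the deposited ratios without scaling, chosen after seeing the values, it holds at dnaK, hepA, htpG, ybeZ, topA, yciS, groE, sdaA, yfjU and ppc. Dim probes out, non-unique probes kept, near-identical probes out and probes absent from the deposited table out close none. Over all 47 signals 6 differ with normexp, 8 with the scaled deposited ratios, 3 with crossed pairing, 19 with processed signals, 14 with median centring, 13 with mean log centring, 15 with processed signals centred on the median and 7 with the deposited ratios without scaling.

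The Discussion places the promoter of dnaA directly after oriC among SeqA binding signals. Here the signal near dnaA (5.06 ± 0.20) came after the one at ldcC (5.26 ± 0.42), a difference smaller than the SD of the replicates.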

Other observations

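Of the tests in this part, those of GC content over all arrays, of GC content and GATC sites and of the spread between strands on the arrays of the unmodified method were set before the result was seen; all others were chosen after it. The slide test was redefined more than once after its result was seen, and the strand difference in the genes with the highest signal was added later.

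In the deposited log2 ratios of σ32 with the long incubation, the columns named replicate 1 correlated across probes with the intensities named replicate 2 of the same temperature with r of at least 0.999, and with the intensities of their own name with r of at most 0.142. Those named replicate 2 reached at most 0.724 with any deposited array. Their highest values were with the short-incubation arrays at 30°C and 43°C. The 43°C column gave 0.724 and 0.720 with these, against 0.644 with the brighter long-incubation array at 43°C. The 30°C column gave 0.694 and 0.709, against 0.474 with the brighter long-incubation array at 30°C. On the 11 other arrays the columns correlated with their own intensities with r of at least 0.922. A candidate explanation is that arrays of different hybridizations were deposited under the same name. The replicate 1 columns thus keep their condition but not their replicate number, and for the replicate 2 columns neither could be checked. No biological explanation was tested.

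The σ32 replicates correlated weakly across probes, with r = 0.217 at 43°C and 0.153 at 30°C. Among the 10% of the probes brightest in Cy3 on replicate 1 the correlation was 0.432 and 0.341, a rise of at least 0.188. Near the targets of Table 2, 47.7% of the probes of 43°C replicate 1 had a signal above 0.5, against 15.2% elsewhere, and 74.5% against 3.16% on replicate 2. Probes chosen by Cy3 are also chosen for a high signal, so this rise decides nothing. Among the dimmer 50% of the probes the correlation was 0.161 and 0.152, close to that of all probes at 30°C. Whether the low Cy3 signal of replicate 1 lowers the correlation stays open. No biological explanation was tested.

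Arrays on the slide with the dimmest Cy3 signal were compared. SeqA in the wild type with the new method correlated with σ32 on that slide with r = 0.148 at 43°C and 0.115 at 30°C, and pairs on different slides that share an array with these gave r between -0.0147 and 0.00196. The smaller excess over such pairs was 0.113, which is consistent with an effect of the slide at low signal. The brighter arrays of the same conditions, on different slides, correlated with r = 0.126 and 0.158, so a correlation of this size can also arise without a shared slide. The ΔseqA array of the new method correlated with σ32 with r = 0.378 and 0.331 on that slide and with -0.028 and -0.032 on different slides. The smaller excess was 0.363, which is consistent with such an effect as well. This rests on 1 array on that slide per condition, and no biological explanation was tested.

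The relation of signal with probe GC content differed between arrays. The correlation across probes was -0.67 and -0.66 after the short RNase incubation, -0.52 and -0.45 with RNA polymerase antibody, -0.42 on both SeqA arrays and -0.24 on the ΔseqA array of the unmodified method. On the other arrays it lay between -0.08 and 0.19. A GC effect of the hybridization alone would be of like size on all arrays, and the highest value of 0.188 speaks against it. After a linear correction for GC the excess at dense GATC sites of SeqA over RNA polymerase with the unmodified method was 0.517, against 0.577 before it and a spread of 0.181, so GC content is unlikely to be its whole cause. The overlap of the highest RNA polymerase and SeqA probes was 76.3% after that correction, far above the highest value of 12.7% over circular shifts, so GC content is unlikely to be the whole cause of this overlap either. SeqA antigen and RNA polymerase binding as biological sources were not tested here.

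The Discussion names undigested RNA as a possible source of background, because RNA can prime the labeling by the Klenow fragment. On the 5 arrays of the unmodified method, whose immunoprecipitated DNA had no RNase step, the SD over genes of the difference between probes named sense and antisense was 0.267 to 0.767, against 0.157 on the crosslinking array, 0.241 to 0.286 on the SeqA arrays of the new method and up to 0.447 on the σ32 arrays with the long incubation. In the 10% of the genes with the highest signal the mean difference lay between -0.0218 and 0.01 (SE up to 0.03). As the names of the probes give neither the strand of their sequence (49 of 69 overlapping pairs lie on the same strand) nor that of the gene, these values decide nothing, and a product from RNA could neither be excluded nor shown on these arrays.

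With the new method, 204 of the 396 probes called lower in the wild type than in the ΔseqA strain by limma, or 51.5%, lay in 3 stretches. They run from nmpC to borD (575093 to 578358, 30 probes), from intR to stfR (1410047 to 1429754, 177 probes) and from intZ to yffS (2556727 to 2563458, 62 probes). Over these stretches the Cy5 intensity of the control DNA was between 0.514% and 0.543% of the array median on the ΔseqA array of the new method and between 2.50% and 3.06% on that of the unmodified method. On the other 13 arrays it was at least 56.5%. This is consistent with DNA that is absent from the ΔseqA strain, whose high ratio is then a division of a weak signal by an empty channel. The other 192 lower probes are not covered by it. The paper does not report these stretches, and the strain's genome was not at hand to look for them. On RNA polymerase replicate 2 alone, 3 other stretches had a Cy5 intensity under 10% of the median. They lay at rrsH (223679 to 225255, 6.81%), rrsB and gltT (4164599 to 4166459, 8.52%) and rrsE (4206078 to 4207654, 6.38%), and 13 of 14, 17 of 18 and 14 of 14 of their probes were non-unique or next to non-unique probes and left out unless such probes were kept. No explanation was tested for these.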
